# Head-to-head preclinical treatment design prioritizes promising therapies for neurofibromatosis type 1 optic glioma clinical translation

**DOI:** 10.1093/noajnl/vdaf215

**Published:** 2025-10-04

**Authors:** Talia Eligator, Jit Chatterjee, Shintaro Yamada, Anthony Kirchner, Hareesh B Nair, Jason R Fangusaro, David H Gutmann

**Keywords:** carboplatin, lamotrigine, low-grade glioma, neurofibromatosis, optic glioma, pediatric brain tumor, vision

## Abstract

**Background:**

Authenticated preclinical brain tumor models provide unprecedented opportunities to evaluate next-generation treatments. However, some therapies with robust anti-tumor activity in mice fail in human trials, highlighting the need to better prioritize candidates for clinical translation. Herein, we implemented a head-to-head preclinical strategy using a well-characterized murine model of NF1-optic pathway glioma (*Nf1*^OPG^).

**Methods:**

*Nf1* ^OPG^ mice were treated with standard of care (SOC; carboplatin), clinically evaluated (everolimus, mirdametinib), and investigational (pexidartinib, HBS-101, lamotrigine) drugs during the period of most rapid tumor growth (6-12 weeks of age). Anti-tumoral efficacy was assessed by proliferation (%Ki67^+^ cells) and optic nerve (ON) volume, while vision-related outcomes were measured using retinal nerve fiber layer (RNFL) thickness and retinal ganglion cell (RGC) determinations. Tumor microenvironment (TME) soluble mediator (Ccl2, Ccl3, Ccl4, Ccl5) and tumor cell marker (NeuN, Gpr17) RNA expression was quantitated by qRT-PCR. Outcomes were compared to carboplatin-treated *Nf1*^OPG^, untreated *Nf1*^OPG^, and *Nf1^+/-^* mice.

**Results:**

While all agents restored normal tissue architecture, reduced ON proliferation, and decreased TME soluble mediator and tumor cell marker RNA expression, only lamotrigine and mirdametinib also reduced ON volume. Everolimus, lamotrigine, and HBS-101 restored RNFL thickness to wild-type levels, whereas carboplatin showed a trend towards normalization.

**Conclusions:**

This referential preclinical study design affords direct head-to-head comparisons of investigational therapies relative to SOC treatment using clinically meaningful outcomes (OPG growth and RNFL thickness). Using this strategy, lamotrigine emerged as the most promising therapy for limiting tumor progression and vision loss in *Nf1*-OPG mice, relevant to clinical translation for children with NF1-OPG.

Key Points

- Standard and molecularly targeted therapies all similarly reduced tumor proliferation.
- Everolimus and MDK inhibitor treatments significantly decreased RNFL thinning.
- Only lamotrigine reduced OPG volume, tumor proliferation, and RNFL thinning.

Importance of the Study

With the development of authenticated preclinical brain tumor models, the ability to identify and prioritize promising drugs for clinical translation has been greatly accelerated. However, many of the drugs demonstrating excellent anti-tumor responses in mice have not demonstrated efficacy in human clinical trials. To develop a referential strategy to nominate high-priority candidates for translation, we leveraged an accurate and authenticated preclinical murine avatar of NF1-associated low-grade glioma (optic pathway glioma; OPG). By comparing anti-tumoral and stromal therapies head-to-head with the one of the most commonly used chemotherapy agents, carboplatin, and assessing the effects on tumor proliferation and volume, as well as a surrogate measure of visual acuity, we demonstrate that lamotrigine, targeting neuron-mediated stromal support, was the most overall efficacious treatment for NF1-OPG. We propose that future drug efficacy evaluations consider direct comparisons to conventional standard-of-care therapy using relevant clinical and functional outcomes for children and adults with brain tumors.

The poor translation of preclinical studies to the clinical workplace is often framed as a failure of mouse tumor modeling to predict therapeutic responses in humans.^1^ In this regard, numerous promising molecularly targeted therapies that exhibited robust anti-tumoral responses in rodents (mice and rats) lacked similar efficacy in clinical trials. While these disappointing results could reflect innate differences between rodents and humans (e.g., pharmacokinetics, brain size) or the use of dissimilar outcome measures (e.g., bioluminescence), they might also result from a lack of comparisons to conventional first-line therapies or the incorporation of meaningful functional outcomes.^2^ Such discrepancies may also reflect statistically, but not clinically, significant shifts in survival curves, as well as differences in treatment dosing used in preclinical versus clinical settings.

To determine whether a head-to-head referential approach might better prioritize therapies for clinical translation,^3^ we leveraged an authenticated and well-characterized small animal model of the most common brain tumor (optic pathway glioma; OPG) encountered in children with the Neurofibromatosis type 1 (NF1) cancer predisposition syndrome.^4^^,^^5^ In the setting of NF1, 15%-20% of young individuals will develop a non-fatal OPG, most frequently involving the anterior optic pathway (optic nerve and chiasm).^6^^,^^7^ These tumors are typically low-grade (World Health Organization grade 1 astrocytomas) neoplasms with low proliferative indices (1-4% Ki67^+^ cells).^5^ Since these tumors arise along the optic pathway, important for transmitting visual information to the brain, nearly one-third of affected children will experience a reduction in visual acuity^8^ associated with thinning of the retinal nerve fiber layer (RNFL), which can be objectively ascertained by optical coherence tomography.^9^ When visual acuity is reduced on sequential ophthalmologic assessments, children with NF1-OPG are typically treated with chemotherapy, and therapeutic success is based on both tumor shrinkage and vision stabilization/improvement.^10^ Since the majority of children will survive their tumor, a main focus in the modern era has been to prioritize functional outcomes, such as vision, motor abilities, neurocognitive outcomes, and quality of life.^11^

First line treatment for NF1-OPG is usually a combination of carboplatin and vincristine, where carboplatin is thought to be the major anti-tumoral compound.^12^ However, a proportion of children are unable to tolerate carboplatin due to allergic reactions or hematologic sequalae^13^ and require an alternative therapeutic regimen. While some centers use vinblastine,^14^ there has been a shift towards the use of molecularly targeted therapies, specifically MEK inhibitors^11^^,^^15^ based on promising efficacy noted in early phase 1 and 2 clinical trials. MEK inhibitors target one of the main mitogenic pathways increased in *NF1*-mutant brain tumors.^5^ However, numerous other agents, targeting additional tumor cell signaling pathways (eg mTOR^16^) or non-neoplastic cell types in the supportive tumor microenvironment (pexidartinib, tumor associated monocytes;^17^ lamotrigine, neurons^18^^,^^19^) have also been explored as potential treatments in preclinical mouse models.

To develop a strategy for prioritizing compounds for future clinical translation, we used *Nf1*^OPG^ mice, which develop low-grade astrocytomas within the prechiasmal optic nerves and chiasm by 3 months of age associated with RNFL thinning and eventual reductions in visual acuity.^4^^,^^5^ We specifically chose to treat these *Nf1*^OPG^ mice with human-comparable treatment dosing between 6 and 12 weeks of age, the period when the greatest increase in glioma growth is observed, indicating that the intervention attenuates tumor growth rather than prevents optic glioma initiation,^20^ and measured tumor proliferation and volume, as well as RNFL thickness as a surrogate for vision loss. Using this preclinical design framework, we compared other investigational therapies to carboplatin and highlighted the advantages and disadvantages of each therapy for their tumor-suppressive and vision restorative properties. Moreover, this head-to-head comparative strategy allowed us to identify lamotrigine as the most efficacious preclinical treatment based on both its potent anti-tumoral and neuroprotective effects.

## Materials and Methods

### Mice

*Nf1* ^flox/mut^; GFAP-Cre (*Nf1*^OPG^) mice, *Nf1*^+^^*/*^^-^ mice, and wild type (WT) mice were used under an approved Animal Studies Committee protocol at Washington University in St Louis. All mice used in these experiments were maintained on a strict C57BL/6 background with controlled light-dark cycles (12h:12 h) with *ad libitum* access to food and water.

### In Vivo Mouse Treatments

*Nf1* ^OPG^ mice were treated from six to twelve weeks of age with carboplatin (15 mg/kg, IP, once weekly, dissolved in saline with 1% methylcellulose, Sigma-Aldrich C2538), everolimus (1.7 mg/kg, oral gavage daily, dissolved in PBS, Selleck Chemicals S1120), mirdametinib (PD0325901; 2.5 mg/kg, oral gavage twice daily for five days per week, reconstituted from 10 mg powder in 500 μL PBS, STEMCELL Technologies 72184), lamotrigine (2.5 mg/kg, oral gavage twice daily for five days per week, dissolved in saline with 1% methylcellulose, Selleck Chemicals S3024), HBS-101 (20 mg/kg, IP, five days per week, dissolved in PBS), or pexidartinib (275 mg/kg, PLX3397-containing chow daily, Medchem HY-16749A). We treated mice between 6 and 12 weeks of age, during the period of most rapid tumor growth; after this period, tumor volume and proliferation stabilizes, indicating that the intervention suppresses tumor growth rather than reverses tumor development.

### Optic Nerve Volume Analysis

Dissected optic nerves were photographed using a Leica S9D Flexcam C3 microscope. Images were analyzed using NIH ImageJ. Measurements at the chiasm 0μm (D_1_), 150μm (D_2_), 300μm (D_3_), and 450μm (D_4_) anterior to the chiasm were used to generate optic nerve volume (V) estimates using the following formula in each of the three segments between the four points of reference (D_1_D_2_; D_2_D_3_; D_3_D_4_): V_1_ = 1/12πh ($D_{1}^{2}$ + D_1_ • D_2_ + $D_{2}^{2}$), where V_1_ = the volume of the first segment, h = 150 μm, and D_1_ = diameter of the first segment. The sum of the three segments (V_1_ + V_2_ + V_3_) was ultimately used to calculate the total optic nerve volume as previously described.^18^

### Immunohistochemistry and Immunofluorescence

Mice were euthanized and perfused with Ringer’s solution followed by 4% paraformaldehyde. Optic nerves were collected and embedded in paraffin, while eyes were harvested and embedded in 2:1 sucrose: OCT. 5-μm-thick optic nerve paraffin sections or 10-μm-thick eye cryosections were immunostained with primary antibodies (Supplementary Table 1). Development was performed using the Vectastain ABC kit (Vector Laboratories, PK4000) and biotinylated secondary antibodies (Vector Laboratories) or Alexa-fluor-conjugated secondary antibodies (Supplementary Table 1). Slides were imaged with a Leica ICC50W microscope using LAS EZ software or a Thunder Imager 3D microscope using LAS AF Lite 3.2.0 software, where quantification was performed as previously reported.^18^

### RNA Extraction and Real-Time RT-qPCR

Mice were euthanized using isoflurane followed by cervical dislocation, and the optic nerves were collected. RNA was isolated from optic nerves using the NucleoSpin RNA Plus kit (Takara-740984.205). Optic nerves from two individual mice were pooled (total = 2 optic nerves and 2 chiasms) to obtain sufficient cDNA for downstream experiments. Total RNA was reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814). Real-time quantitative PCR (RT-qPCR) was performed by TaqMan gene expression (*Ccl2*, *Ccl3*, *Ccl4*, *Ccl5*, *Gapdh*, *Gpr17*, *Neu4*; Supplementary Table 2) using the TaqMan Fast Advanced Master Mix (Applied Biosystems). All reactions were performed using the QuantStudio 3 (Applied Biosystems) system. ΔΔCT values were calculated using *Gapdh* as an internal control as previously reported.^18^

### Human and Mouse Single Cell Analysis

Raw sequencing data from mouse *Nf1*^OPG^ optic nerve samples were processed using the 10X Genomics Cell Ranger pipeline (version 6.1.1) to generate gene count matrices, which were aligned to the mm10-2020, a mouse reference genome. These data were merged with previously published mouse optic nerve datasets (GSM7816061 and GSM7816062; GSE244433), resulting in a total of four individual mouse *Nf1*^OPG^ tumor samples. For the human pediatric pilocytic astrocytoma (PA) tumors, five separate tumors (GSM7816067-GSM7816071; GSE244433) were included. All datasets were analyzed using the Seurat R package (version 5.2.1). Cells were excluded if they had fewer than 500 cells, more than 5000 detected genes, more than 5%-10% mitochondrial gene content (5% for mouse, 10% for human), or fewer than 500 or more than 20,000 transcript counts. 

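In library C-ON, 756 barcodes had fewer than 500 detected genes, 529 had more than 5000, 583 had more than 20000 UMIs and 1039 had more than 5% mitochondrial UMIs. After removal of every barcode outside any of these limits, 8834 cells (81.5%) were kept, with a median of 6810.5 UMIs and 2555.5 genes per cell. In library FMC_new, 2871 barcodes had fewer than 500 genes, 414 had more than 5000, 897 had more than 20000 UMIs and 1475 exceeded the mitochondrial limit. Here 16818 cells (78.8%) were kept, with a median of 4676 UMIs and 1835 genes. No barcode of either library had fewer than 500 UMIs. The lower limit, which the methods give in cells, was applied to detected genes. No doublets were removed, as the methods name no such step.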

Log normalization was performed using the NormalizeData function, and 2000 highly variable features were identified and scaled using FindVariableFeatures and ScaleData. Principal component analysis (PCA) was performed with RunPCA, followed by data integration with the IntegrateLayers function using CCAIntegration. The integrated data were subjected to dimensional reduction and clustering with RunUMAP, FindNeighbors, and FindClusters, and cell types were assigned based on canonical marker genes.

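The 25652 cells kept from both libraries fell into 38 clusters with 30 components and a resolution of 0.8, which the paper's text does not name. A cluster was named after a class when at least 3 markers of that class were detected in at least 20% of its cells, at 2 or more times the mean level of the clusters. In this way 30 clusters were placed in 14 classes, and 8 clusters with 3264 cells (12.7%) stayed unnamed. The rule for clusters with markers of several classes was written after the leading genes of the clusters had been seen and was revised once. The tumor-like class held cluster 9, with 1001 cells, and cluster 19, with 594 cells. Cluster 9 was led by *Cspg5*, *Pdgfra*, *Vcan*, *Lhfpl3* and *Ptprz1*. In FMC_new, cells of cluster 9 had a median of 6229 UMIs and those of cluster 19 a median of 2329. In C-ON these medians were 5294 and 5829 UMIs. The unnamed cluster 25, with 345 cells, was led by cell cycle genes such as *Ube2c*, *Mki67* and *Top2a*.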

To identify potential tumor-specific markers, differential gene expression analysis was performed comparing tumor cells and each non-neoplastic cell type using the FindMarkers function in Seurat. For each comparison, genes were selected based on the following criteria: (1) expression in >45% of tumor cells (pct.1 > 0.45), (2) expression in <2% of cells from the other cell type (pct.2 < 0.02), and (3) an average log2 fold change greater than 4.5 (Supplementary Table 3). 

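Among the 25749 genes detected in the kept cells of both libraries, 1232 had a UMI in more than 45% of tumor-like cells. The number of these that also met the limits on the other cell type and on the fold change depended on the class compared. It was lowest against pituitary endocrine-like cells, with 6 genes, and against astrocyte-like cells, with 13 genes. Against stromal-like and neuron-like cells, 25 and 29 genes met the limits. The count was 61 against oligodendrocyte-like cells, 69 against tumor-associated monocyte-like cells, 78 against dendritic cell-like cells and 80 against plasma cell-like cells. The highest counts were 109 against neutrophil-like and 119 against T cell-like cells. In C-ON alone, the counts ran from 33 against neuron-like cells to 142 against innate lymphoid (ILC2)-like cells. In FMC_new alone, they ran from 6 against pituitary endocrine-like cells to 146 against T cell-like cells. Where a class held no UMI of a gene, the Seurat fold change rests on the count that the formula adds and is no bound.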

Genes meeting these thresholds in each pairwise comparison were considered tumor-specific markers and further analyzed by qRT-PCR on independently generated sample.

### Quantification and Statistical Analysis

Data analysis was performed using GraphPad Prism software (version 10). Differences between treated groups and the untreated group were determined using an unpaired *t*-test. Multiple comparisons were analyzed using a one-way analysis of variance (ANOVA). Statistical significance was defined as *P* ≤ 0.05.

## Results

### Carboplatin Treatment Reduces Tumor Proliferation in *Nf1* ^OPG^ Mice

To evaluate the efficacy of standard-of-care carboplatin (CBP) monotherapy, *Nf1*^OPG^ mice were treated from 6 to 12 weeks of age, during the period of increasing tumor growth,^20^ and euthanized at 12 weeks of age (Figure 1A). At 12 weeks of age, while CBP-treated *Nf1*^OPG^ mouse nerve volumes were unchanged (0.99-fold change; Figure 1B), there was a reduction in optic nerve tumor proliferation to levels comparable to *Nf1^+/-^* mice, as measured by the percentage of Ki67^+^ cells, compared to untreated *Nf1*^OPG^ mice (Figure 1C). *Nf1^+/-^* mice were used for comparison to represent the genetic composition of children with NF1 (harboring only a germline inactivating *NF1* gene mutation). We specifically chose comparisons to untreated, rather than vehicle-treated, mice to more accurately reflect clinical practice where many children with NF1-associated low-grade glioma are monitored and untreated.

**Figure 1.**
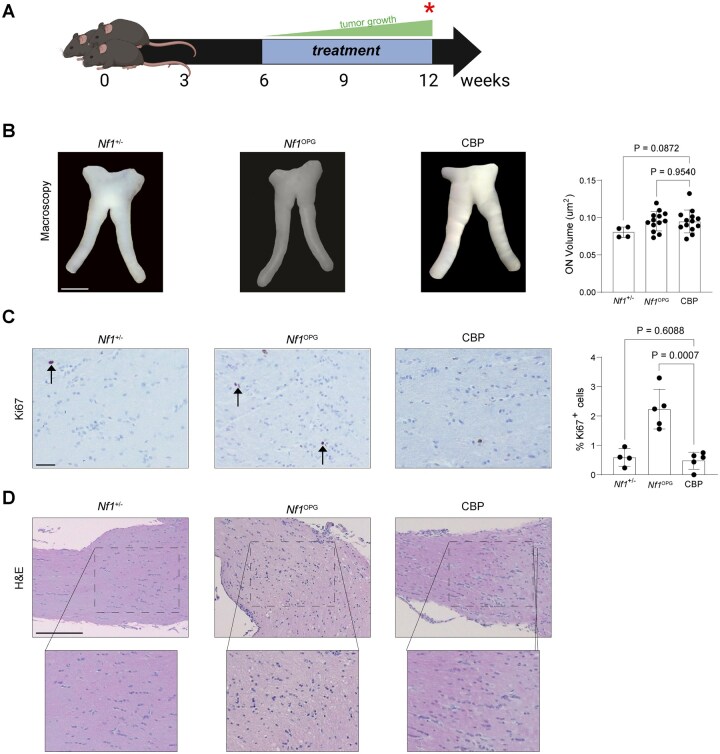
(A) *Nf1*^OPG^ mice were treated with carboplatin (Sigma-Aldrich C2538; 15mg/kg IP injection once weekly) from six to twelve weeks of age. Optic nerves were analyzed following euthanasia at 12 weeks of age (red asterisk). (B) Optic nerve volume analysis (*Nf1^+/-^*, *n* = 4 mice; *Nf1*^OPG^, *n* = 13 mice; CBP, *n* = 13 mice). (C) Immunohistochemistry (IHC) and quantification of tumor cell proliferation (%Ki67^+^ cells in brown; *Nf1^+/-^*, *n* = 4 mice; *Nf1*^OPG^, *n* = 5 mice, CBP, *n* = 5 mice). (D) Optic nerve cellularity and tissue architecture are demonstrated on H&E staining. Scale bars, (B), 1mm; (C), 40µM; (D), 40µm. Data are represented as the mean ± SEM. (B-C), Two-tailed student’s *t*-test between treated and untreated groups. *P*-values are indicated within each graph. Figure illustrations (1A) were created using BioRender (BioRender.com).

Consistent with reduced tumor proliferation, there was decreased tumor-associated architectural tissue distortion (Figure 1D). In addition, CBP treatment had no effect on apoptosis (%caspase-3^+^ cells; Supplementary Figure 1A) compared to *Nf1*^OPG^ mice and minimal effects on tumor-associated monocytes (TAM; %Iba1^+^ cells; Supplementary Figure 1B), but reduced CD8^+^ T cell (Supplementary Figure 1C), Olig2^+^ cell (Supplementary Figure 1D), and BLBP^+^ cell (Supplementary Figure 1E) content to levels comparable to those seen in *Nf1^+/-^* mice.

### Clinically Evaluated Targeted Therapies Exhibit Similar Efficacy to Carboplatin in *Nf1* ^OPG^ Mice

Based on prior preclinical studies targeting RAS pathway signaling molecules (MEK,^5^ mTOR^21^), mirdametinib and everolimus, respectively, have entered clinical trials for children with low-grade glioma, including those with NF1-OPG [NCT01158651; NCT04923126].^16^ To compare mirdametinib and everolimus to standard-of-care therapy (CBP), *Nf1*^OPG^ mice were treated with clinically comparable doses of everolimus (EVL; 1.7 mg/kg gavage daily) or mirdametinib (MIR; 2.5mg/kg oral gavage twice daily for five days each week) from 6 to 12 weeks of age. At 12 weeks of age, mirdametinib, but not everolimus, treatment reduced optic nerve volume relative to untreated mice (EVL, 0.92-fold change; MIR, 0.87-fold change; Figure 2A). In contrast, both treatments reduced proliferation (%Ki67^+^ cells) comparable to CBP-treated mice, relative to untreated controls (Figure 2B). Additionally, both treatments resulted in reduced tumor-related architectural tissue distortion (Figure 2C), CD8^+^ T cell infiltration (Supplementary Figure 2A), Olig2^+^ cell content (Supplementary Figure 2B), and BLBP^+^ cell content (Supplementary Figure 2C). As observed in other preclinical experiments using *Nf1*-OPG mice,^5^^,^^18^^,^^20^ TAM (%Iba1^+^ cells) content was not altered after treatment (Supplementary Figure 2D).

**Figure 2.**
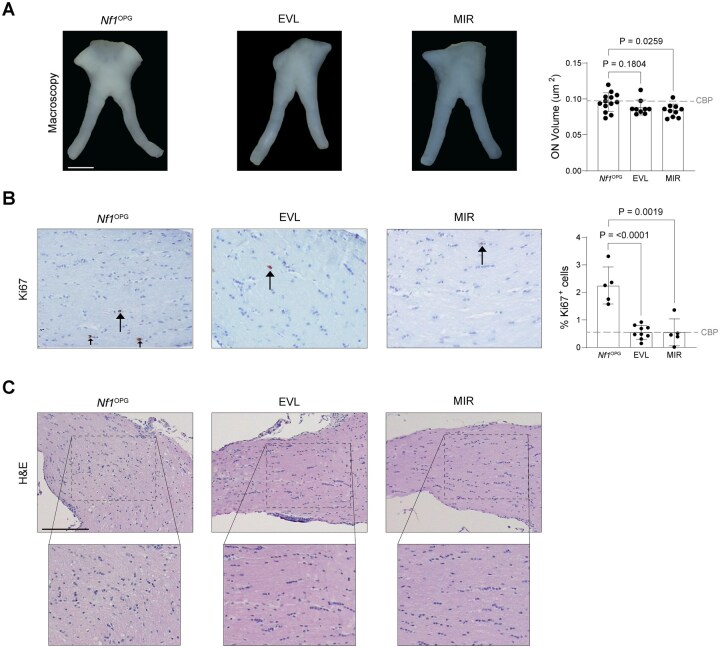
*Nf1* ^OPG^ mice were treated with everolimus (EVL; Selleck Chemicals S1120; 1.7 mg/kg gavage daily) or mirdametinib (MIR; STEMCELL Technologies 72184; 2.5mg/kg oral gavage twice daily for five days each week) from six to twelve weeks of age. Optic nerves were analyzed following euthanasia at 12 weeks of age. (A) Immunohistochemistry (IHC) and quantification of tumor cell proliferation (%Ki67^+^ cells in brown; *Nf1*^OPG^, *n* = 5 mice; EVL, *n* = 9 mice; MIR, *n* = 5 mice). Dotted lines denote the average value from carboplatin (CBP)-treated mice. (B) Optic nerve volume analysis (*Nf1*^OPG^, *n* = 13 mice; EVL, *n* = 9 mice; MIR, *n* = 10 mice). Dotted lines denote the average values from carboplatin (CBP)-treated mice. (C) Optic nerve cellularity and tissue architecture are demonstrated on H&E staining. Scale bars, (A), 1 mm; (B), 40 µM; (C), 40 µM. Data are represented as the mean ± SEM. (B-C) Two-tailed student’s *t*-test between treated and untreated groups. *P*-values are indicated within each graph.

### Investigational Therapies Also Reduce *Nf1*-OPG Growth

We previously demonstrated that murine *Nf1*-OPG growth is tightly regulated by neuron-immune-tumor interactions, such that *Nf1*-mutant neurons, specifically retinal ganglion cells (RGCs), induce T cell-TAM stromal support through the expression of midkine (Mdk), a secreted growth factor.^22^ Since Mdk expression is modulated in a neuronal activity-dependent manner, we showed that lamotrigine (LTR), a hyperpolarization-activated cyclic nucleotide-gated channel (HCN) agonist, inhibits Mdk expression.^18^

To evaluate the efficacy of TME-targeted therapies, *Nf1*^OPG^ mice were treated from 6 to 12 weeks of age with lamotrigine^18^ (LTR) and HBS-101^23^ to block midkine bioavailability or pexidartinib (PLX3397), a CSF1R inhibitor targeting TAM. At 12 weeks of age, only lamotrigine treatment reduced optic nerve volume (LTR, 0.84-fold change; HBS-101, 0.96-fold change; PEX, 1.15-fold change; Figure 3A). In contrast, optic nerves from all treated mice exhibited reduced proliferation (%Ki67^+^ cells; Figure 3B) and cellular distortion (Figure 3C) relative to untreated controls, which was comparable to that observed following carboplatin treatment. Similarly, lamotrigine, HBS-101, and pexidartinib treatments reduced CD8^+^ T cell infiltration (Supplementary Figure 3A) and BLBP^+^ cell content (Supplementary Figure 3B), whereas HBS-101 and exidartinib, but not lamotrigine, reduced Olig2^+^ cell content (Supplementary Figure 3C). Consistent with its known effects on TAM depletion,^24^^,^^25^ only pexidartinib decreased TAM (%Iba1^+^ cells; Supplementary Figure 3D) content.

**Figure 3.**
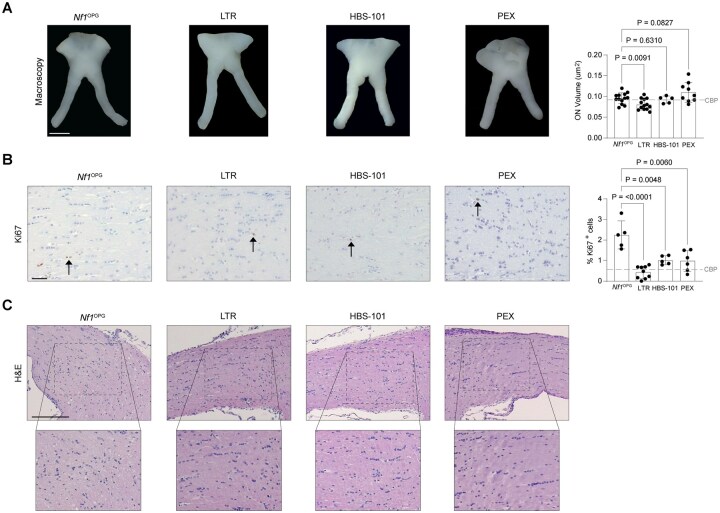
*Nf1* ^OPG^ mice were treated with lamotrigine (LTR; Selleck Chemicals S3024; 2.5mg/kg gavage twice daily for five days each week), HBS-101 (20 mg/kg IP injection for 5 days each week), or pexidartinib (PEX; 275 mg/kg PLX3397-containing chow daily) from six to twelve weeks of age. Optic nerves were analyzed following euthanasia at 12 weeks of age. (A) Immunohistochemistry (IHC) and quantification of tumor cell proliferation (%Ki67^+^ cells in brown; *Nf1*^OPG^, *n* = 5 mice; LTR, *n* = 9 mice; HBS-101, *n* = 5 mice; PEX, *n* = 6 mice). Dotted line denotes average value from carboplatin-treated nerves. (B) Optic nerve volume analysis (*Nf1*^OPG^, n = 13 mice; LTR, *n* = 13 mice; HBS-101, *n* = 5 mice; PEX, *n* = 9 mice). Dotted lines denote the average values from carboplatin (CBP)-treated mice. (C) Optic nerve cellularity and tissue architecture are demonstrated on H&E staining. Scale bars, (A), 1 mm; (B), 40 µM; (C), 40 µM. Data are represented as the mean ± SEM. (B-C), Two-tailed student’s *t*-test between treated and untreated groups. *P*-values are indicated within each graph.

### Single-Cell Transcriptomics Identifies Tumor-Specific Markers

Our inability to discriminate between anti-tumor effects of the various treatments may reflect limitations of our analysis of tumor cell proliferation. While we have previously shown that the only proliferating (Ki67^+^) cells in the mouse *Nf1*-OPG are tumor cells,^20^ it is possible that we are not directly assessing tumor cell content. To address this possibility, we leveraged single-cell RNA sequencing to identify *Nf1*-OPG tumor-specific genes. 

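Optic nerves of *Nf1* OPG mice, which form low-grade gliomas along the optic nerve, were dissociated into single cells, and 2 droplet libraries, C-ON and FMC_new, were analysed here. Both were mapped to *Nf1* OPG optic nerves at 12 weeks of age. The sample labels describe each suspension as a pool of 10 mice, whereas the paper counts its libraries as individual tumors. The label of C-ON also holds the word control, although the genotype given for it is that of the glioma model, and what control refers to is not known here. Each transcript in such a library carries a barcode for its cell and a unique molecular identifier (UMI), so that copies of the same molecule are counted once. The authors counted UMIs per gene and cell with Cell Ranger against the mm10 mouse reference (GRCm38) and deposited these counts, without normalization, for 32285 genes and for the barcodes called as cells. The header of the files names version 7.2.0 of Cell Ranger, a later version than the one in the paper's methods. C-ON held 85101211 UMIs in 10845 barcodes, with a median of 6422 UMIs per barcode. FMC_new held 129113325 UMIs in 21341 barcodes, with a median of 4001. Cells were filtered, integrated and clustered with Seurat as in the paper's methods, and clusters were named from lists of marker genes that left out *Neu4*, *Gpr17* and *C1ql1*. These 3 genes were also left out of the variable features, so that they did not shape the cluster in which they were measured. The 2 libraries were mapped to 1 condition, with none mapped to a nerve without tumor, and cells of a library are not replicates. As the word control is unexplained, a difference in condition between them is not excluded. Values are therefore given for each library and for both together, without a test between cells. Intervals on shares of cells are exact 95% Clopper-Pearson intervals, which cover counting error only. The other mouse libraries that the paper merged with these, and the human tumors, were not analysed here.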

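*Neu4* (ENSMUSG00000034000) encodes a sialidase and lies on chromosome 1 of GRCm38 from 94020451 to 94028334 on the plus strand, with up to 5 exons in the annotation. *Gpr17* (ENSMUSG00000052229) encodes a G protein-coupled receptor and lies on chromosome 18 from 31942997 to 31949636 on the minus strand, with 2 exons. It sits inside *Lims2*, which spans 31922290 to 31958619 on the plus strand, and exons of the 2 genes overlap, so that their counts are uncertain where the counting did not use strand. Over both libraries, 1 gene met all 3 limits against each of the 13 other named classes, and it was *Neu4*. In C-ON, 9 genes met them against the 10 classes with at least 20 cells there. They included *Bcan*, *C1ql1*, *C1ql2*, *Gpr17*, *Inava*, *Neu4*, *Plpp4* and *Tmem255b*. In FMC_new, *Neu4* and *Vxn* met them against 13 classes. *Neu4* was the only gene to do so in each library alone. *Bcan* was among the variable features, which shaped the clusters. *C1ql1*, on chromosome 11 from 102939264 to 102946688, was found in 62.3% of tumor-like cells and in 2.17% of astrocyte-like cells, above the limit for the other type. The count of genes moved with the processing, from 0 to 18 across the alternatives, and was highest with C-ON clustered alone. It was 0 with the unnamed clusters compared as classes.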

By comparing differentially expressed gene (DEG) profiles of tumor cells to those of the other cell types in the tumors, we discovered *Neu4* and *Gpr17* as tumor-specific markers (Figure 4A). *Neu4* and *Gpr17* were expressed in >45% of the cells in the tumor cell cluster, <2% of the cells in the non-tumor cell clusters, with an average log_2_ fold change >4.5 (Figure 4B; Supplementary Figure 4A). Moreover, *NEU4* and *GPR17* expression was enriched in the tumor cell clusters of both sporadic and NF1-associated low-grade gliomas (pilocytic astrocytoma) (Figure 4C, D; Supplementary Figure 4B, C). 

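*Neu4* had at least 1 UMI in 1060 of the 1595 tumor-like cells, a share of 66.5% (64.1 to 68.8). The share was 77.4% (71.1 to 82.8) of the 212 tumor-like cells of C-ON and 64.8% (62.2 to 67.3) of the 1383 of FMC_new. *Gpr17* had a UMI in 668 tumor-like cells, or 41.9% (39.4 to 44.3). In C-ON its share was 48.6% (41.7 to 55.5), an interval that holds 45%, and in FMC_new it was 40.9% (38.2 to 43.5), which lies below. Among the other named classes, the highest share of each gene was in pituitary endocrine-like cells, with 1.82% (0.913 to 3.24) for *Neu4* and 1.99% (1.03 to 3.44) for *Gpr17*. These intervals reach past 2%, and in FMC_new the *Gpr17* share of this class was 2.05%. Pituitary endocrine-like cells had a median of 9684.5 UMIs and tumor-like cells a median of 5285. T cell-like cells, which should lack both genes, held *Neu4* in 0.264% and *Gpr17* in 0.144% of cells at a median of 3141 UMIs. Oligodendrocyte-like cells held *Neu4* in 0.224% (0.131 to 0.359) and *Gpr17* in 0.422% (0.289 to 0.595) of 7585 cells. These shares were 0.187% and 0.485% in C-ON, and 0.315% and 0.270% in FMC_new. No *Neu4* UMI was found in 397 natural killer (NK) cell-like cells, for which the exact interval allows a share of up to 0.925%. None was found in 55 neuron-like cells either, which allows up to 6.49%. The lowest log2 fold change of tumor-like cells over another class was 6.33 for *Neu4* and 4.93 for *Gpr17*, both against pituitary endocrine-like cells. The shares in tumor-like cells depended on depth. With each cell thinned to 500 UMIs, *Neu4* was found in 17.1% and *Gpr17* in 9.34% of tumor-like cells. With SCTransform in place of log normalization, the *Gpr17* share was 46.5%, while the highest *Neu4* share of another class was 2.26%. From its own shares in the tumor and non-tumor clusters and its fold changes (Figure 4B), the paper reasons that both genes mark tumor cells and uses them to follow tumor cell content under treatment. It also reports both genes enriched in tumor clusters of human pilocytic astrocytomas. By quantitative PCR it found both raised in other *Nf1* OPG nerves over wild-type and *Nf1+/-* nerves. Neither of these was analysed here.

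**Figure D1:**
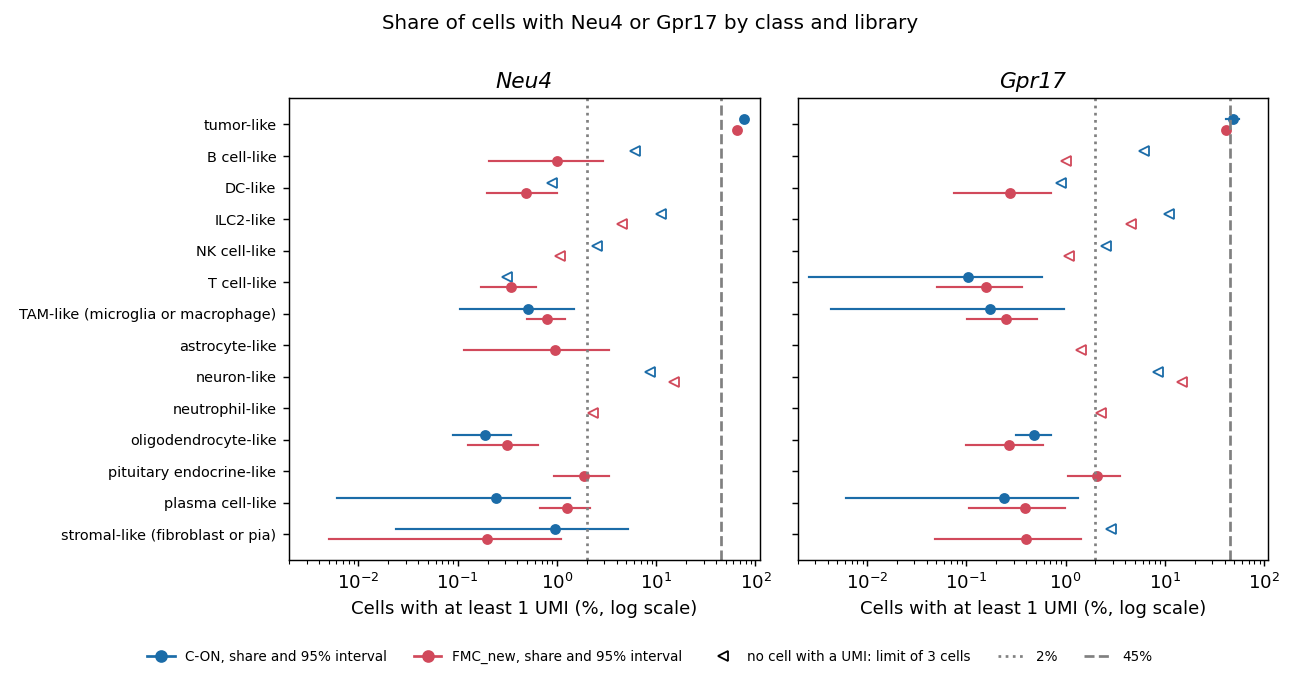
Share of cells with at least 1 UMI of *Neu4* (left) or *Gpr17* (right) in each class, on a log scale, for C-ON in blue and FMC_new in red. Points are shares and lines their exact 95% intervals, open triangles mark the limit of 3 cells for a class without a UMI, and the dotted and dashed lines mark 2% and 45%. Tumor-like cells lie at 77.4% and 64.8% for *Neu4* and at 48.6% and 40.9% for *Gpr17*.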

Using independently generated mouse optic nerve samples, *Neu4* and *Gpr17* RNA expression was increased in *Nf1*^OPG^ mice relative to those from wild-type and *Nf1^+/-^* mice (Figure 4E). However, all treatments that reduced *Nf1*-OPG proliferation also exhibited decreased *Neu4* and *Gpr17* expression (Figure 4F), suggesting similar effects of the various treatments on tumor cell content.

**Figure 4.**
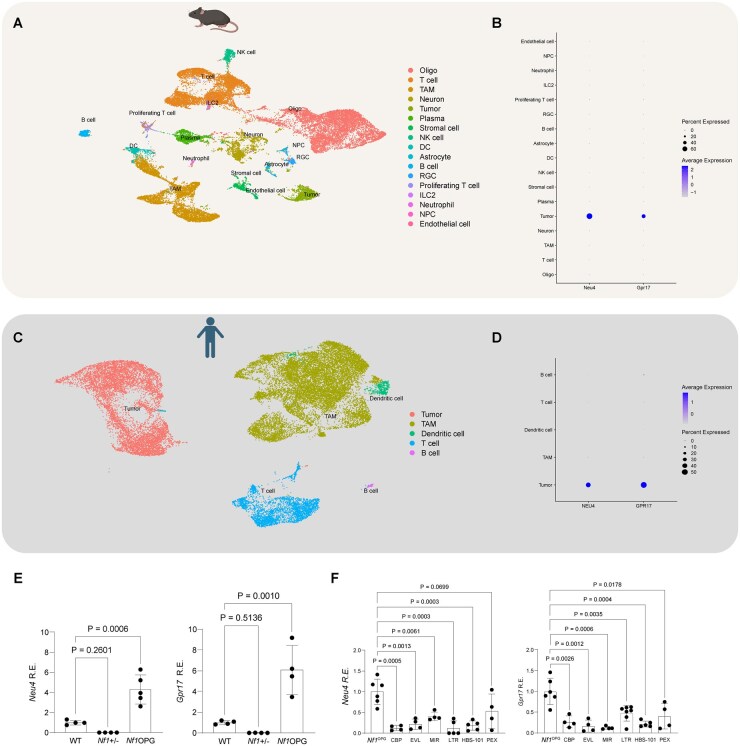
(A) t-SNE visualization plot showing single-cell RNA sequencing results from *Nf1*^OPG^ mice. (B) Mouse dot plot showing shared upregulated genes in the tumor clusters of single-cell RNA sequencing data from *Nf1*^OPG^ mice and human pilocytic astrocytoma (PA) tumors. (C) t-SNE visualization plot showing single-cell RNA sequencing results from human PA tumors. (D) Human dot plot showing shared upregulated genes in the tumor clusters of single-cell RNA sequencing data from *Nf1*^OPG^ mice and human PA tumors. (E) *Neu4* (WT, *n* = 4 mice; *Nf1*^+/-^, *n* = 4 mice, *Nf1*^OPG^, *n* = 5 mice) and *Gpr17* (*n* = 4 mice) mRNA expression by qPCR in *Nf1*^+/-^ and *Nf1*^OPG^ mice relative to wild-type mice. (F) *Neu4* (*Nf1*^OPG^, *n* = 6 mice; CBP, *n *= 4 mice; EVL, *n* = 4 mice; MIR, *n* = 4 mice; LTR, *n* = 7 mice; HBS-101, *n* = 5 mice; PEX, *n* = 4 mice) and *Gpr17* (*Nf1*^OPG^, *n* = 6 mice; CBP, *n* = 4 mice; EVL, *n* = 4 mice; MIR, *n* = 4 mice; LTR, *n* = 5 mice; HBS-101, *n* = 5 mice; PEX, *n* = 4 mice) mRNA expression by qPCR in treated and untreated *Nf1*-OPG mice. Data are represented as the mean ± SEM. (E), One-way ANOVA with Dunnett’s posttest correction. (F), Two-tailed student’s t-test between treated and untreated groups. *P*-values are indicated within each graph. Abbreviation: R.E., relative expression.

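The makeup of the 2 libraries differed. Oligodendrocyte-like cells were 60.7% (59.6 to 61.7) of the kept cells of C-ON and 13.2% (12.7 to 13.8) of those of FMC_new. Tumor-like cells made up 2.40% (2.09 to 2.74) of C-ON and 8.22% (7.81 to 8.65) of FMC_new. T cell-like cells were 10.9% and 19.0% of the libraries, and tumor-associated monocyte-like cells 6.59% and 16.5%. Pituitary endocrine-like cells, a type that Figure 4A does not show, numbered 19 in C-ON and 585 in FMC_new. The 19 of C-ON held no UMI of the pituitary hormone genes *Gh* and *Prl*, so their name is uncertain. Astrocyte-like cells numbered 19 and 211, and neuron-like cells 35 and 20. The unnamed clusters held 6.66% of C-ON and 15.9% of FMC_new. With 1 library of each makeup, these differences cannot be assigned to the mice, the dissection or the preparation. A difference in condition stays open too, as what control means in the label of C-ON is not known.

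**Figure D2:**
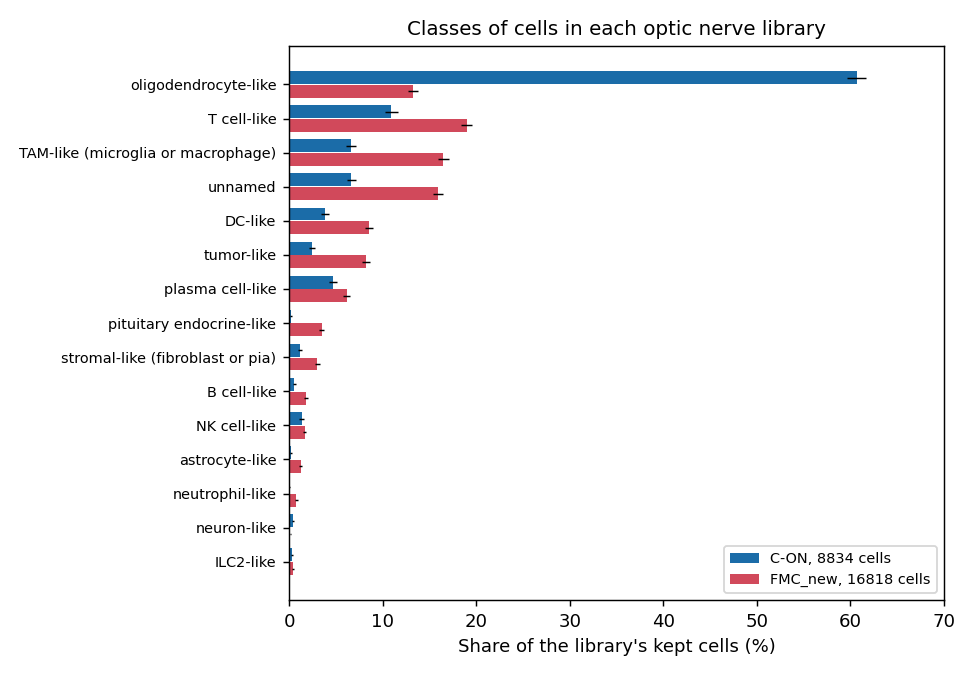
Share of the kept cells of each library, in percent, that falls in each class, for C-ON in blue and FMC_new in red. Bars are shares and lines their exact 95% intervals. Oligodendrocyte-like cells reach 60.7% in C-ON and 13.2% in FMC_new.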

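Summed over the cells of a class and scaled to all UMIs of that class as CPM, *Neu4* reached 430 CPM (394 to 468, exact 95% Poisson interval) in tumor-like cells of C-ON and 395 (381 to 410) in those of FMC_new. For *Gpr17* the levels were 204 (180 to 231) and 216 (206 to 227) CPM. In oligodendrocyte-like cells, *Neu4* reached 0.239 CPM in C-ON and 0.456 in FMC_new, and *Gpr17* reached 0.564 and 0.570. Over both libraries, pituitary endocrine-like cells held 2.73 (1.56 to 4.43) CPM of *Neu4* and 2.56 (1.43 to 4.21) CPM of *Gpr17*. Over both libraries, the level in tumor-like cells was 225 times that in tumor-associated monocyte-like cells for *Neu4* and 401 times for *Gpr17*. These folds were 456 and 217 in C-ON, where they rest on 3 and 1 UMIs, and 200 and 369 in FMC_new. The order of the 2 genes thus differed by library. NK cell-like cells held no UMI of either gene. With 3 counts set in place of 0 there, or 2.04 CPM, the tumor-like level was 196-fold higher for *Neu4* and 105-fold higher for *Gpr17*. The exact upper limit of the NK cell-like level is higher, at 2.51 CPM, so these folds are no strict lower bounds. The Poisson intervals, like those on shares, cover counting error only.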

### All Treatments Decrease TME Soluble Mediator Expression in *Nf1* ^OPG^ Mice

We next hypothesized that our inability to prioritize treatments might reflect the differential effects of these therapies on the supportive tumor microenvironment (TME). Previous studies from our laboratory revealed striking *Nf1*-OPG tumor dependence on non-neoplastic tumor cells and soluble mediators (Figure 5A). In this manner, *Nf1*-mutant neurons initiate a paracrine stromal cascade in which midkine induces CD8^+^ T cells to produce Ccl4, which in turn stimulates TAM expression of Ccl5, a cytokine that increases glioma growth.^18^^,^^19^^,^^22^ Additionally, CD8^+^ T cells are recruited by either glioma cell-derived Ccl2 or TAM-produced Ccl3^26^,^27^

**Figure 5.**
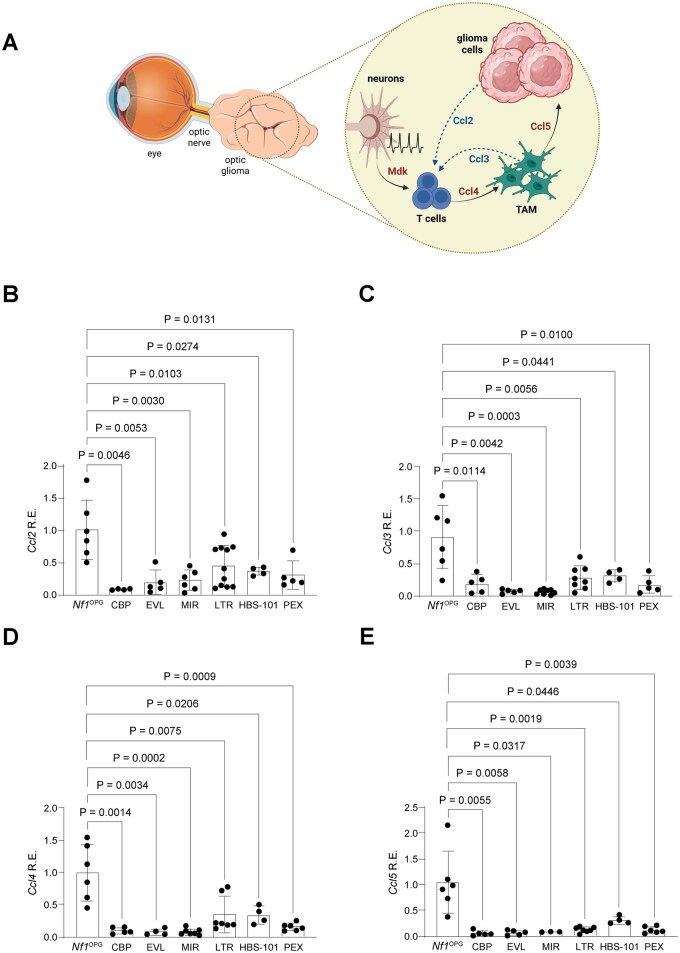
(A) Proposed model of Ccl2, Ccl3, Ccl4, and Ccl5 in the optic glioma TME circuit of *Nf1*-OPG mice. (B) *Ccl2* mRNA expression by qPCR in treated and untreated *Nf1*-OPG mice (*Nf1*^OPG^, *n* = 6 mice; CBP, *n* = 4 mice; EVL, *n* = 5 mice; MIR, *n* = 6 mice; LTR, *n* = 11 mice; HBS-101, *n* = 4 mice; PEX, *n* = 5 mice). (C) *Ccl3* mRNA expression by qPCR in treated and untreated *Nf1*-OPG mice (*Nf1*^OPG^, *n* = 6 mice; CBP, *n* = 5 mice; EVL, *n* = 5 mice; MIR, *n* = 8 mice; LTR, *n* = 8 mice; HBS-101, *n* = 4 mice; PEX, *n* = 5 mice). (D) *Ccl4* mRNA expression by qPCR in treated and untreated *Nf1*-OPG mice (*Nf1*^OPG^, *n* = 6 mice; CBP, *n* = 5 mice; EVL, *n* = 4 mice; MIR, *n* = 7 mice; LTR, *n* = 7 mice; HBS-101, *n* = 4 mice; PEX, *n* = 6 mice). (E) *Ccl5* mRNA expression by qPCR in treated and untreated *Nf1*-OPG mice (*Nf1*^OPG^, *n* = 6 mice; CBP, *n* = 5 mice; EVL, *n* = 5 mice; MIR, *n* = 3 mice; LTR, *n* = 7 mice; HBS-101, *n* = 4 mice; PEX, *n* = 6 mice). Data are represented as the mean ± SEM. (B-E), Two-tailed student’s *t*-test between treated and untreated groups. *P*-values are indicated within the graph. Abbreviation: R.E., relative expression. Figure illustrations (5A) were created using BioRender (BioRender.com)

For this analysis, we quantified *Ccl2, Ccl3, Ccl4* and *Ccl5* mRNA levels by qPCR in *Nf1*^OPG^ mouse optic nerves following treatment with carboplatin (CBP), everolimus (EVL), mirdametinib (MIR), lamotrigine (LTR), HBS-101, and pexidartinib (PEX), compared to untreated controls. All the treatments reduced *Ccl2, Ccl3, Ccl4,* and *Ccl5* mRNA levels compared to untreated mice (Figure 5B-E). This finding is consistent with the notion that these low-grade gliomas function as integrated circuits, such that targeting different cells in the circuit results in similar effects on ecosystem paracrine factor production.

### Mirdametinib and Pexidartinib Did Not Restore RNFL Thickness

While neuro-oncologists focus on tumor size measurements (magnetic resonance imaging; MRI) to judge the efficacy of tumor treatments, there is an increasing emphasis being placed on functional outcomes.^28^ This is especially important in children with NF1-OPG, where visual decline is the most common indication for treatment.^10^ While vision in children is typically assessed using age-appropriate tests,^8^ a number of children with co-morbid attention deficits are unable to focus adequately for accurate assessments of vision and will require optical coherence tomography (OCT) to measure RNFL thickness as a surrogate for optic nerve fiber health.^8^

For this reason, we assessed retinal nerve fiber layer (RNFL) thickness and retinal ganglion cell (RGC) content, which yield identical results in *Nf1*-OPG mice.^29^ In this analysis (Figure 6A), we limited our analysis to females, since *Nf1*-OPG-induced visual impairment is sexually dimorphic in mice.^30^^,^^31^ While RGC numbers were unchanged, RNFL thickness, as measured by the width of SMI32^+^ axonal fibers, was increased following carboplatin, everolimus, lamotrigine, and HBS-101, but not mirdametinib and pexidartinib, treatment, to wild-type levels (Figure 6C; Supplementary Figure 5A). It should be appreciated that RNFL thickness and RGC number are similar in wild-type and *Nf1*^+/-^ mice regardless of sex. The observed dissociation between RNFL thickness and RGC number reflects the progression of optic glioma-induced injury, both temporally and spatially, where axonal damage and RNFL thinning occur prior to RGC death.^29^

**Figure 6.**
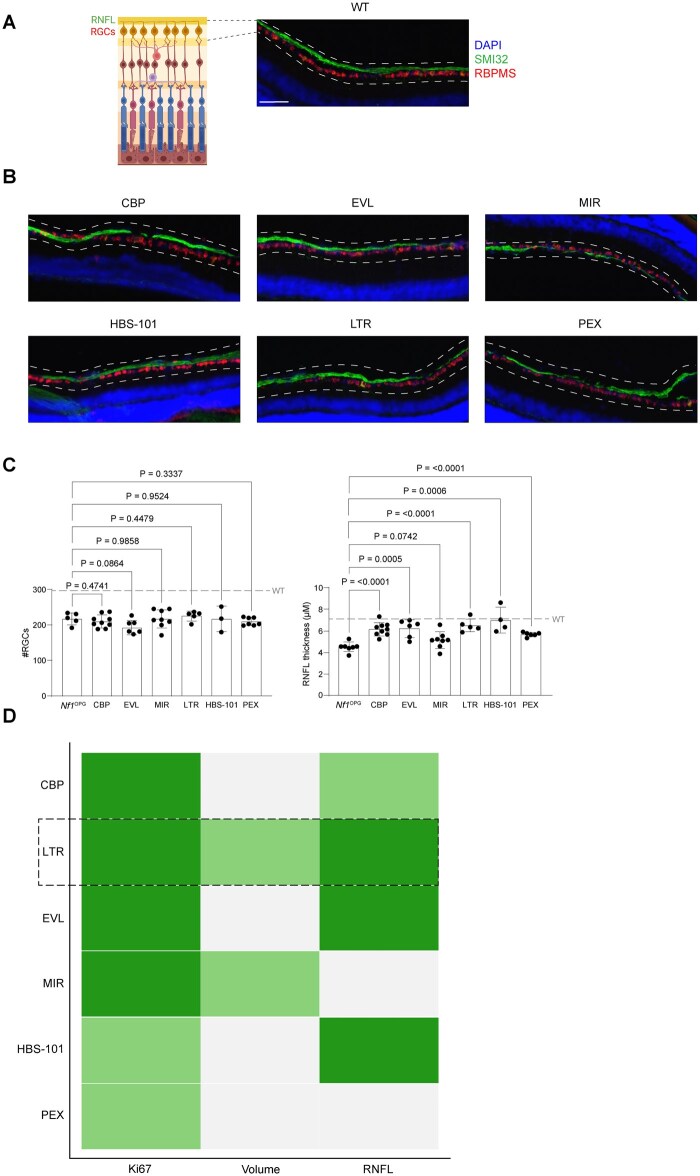
(A) Schematic representing the retinal nerve fiber layer (RNFL) and retinal ganglion cell (RGC) layer relative to immunofluorescence labeling of the RNFL (Smi32) and RGCs in a representative wild-type (WT) mouse eye. (B) Retinal ganglion cell (RGC; only female *Nf1*^OPG^ mice) count (number of RBPMS^+^ cells) from treated mice relative to untreated mice (*Nf1*^OPG^, *n* = 5 mice; CBP, *n* = 9 mice; EVL, *n* = 7 mice; MIR, *n* = 8 mice; LTR, *n* = 5 mice; HBS-101, *n* = 3 mice; PEX, *n* = 7 mice). Retinal nerve fiber layer (female *Nf1*^OPG^ mice) thickness (Smi-32^+^ fibers) from treated mice relative to untreated mice (*Nf1*^OPG^, *n* = 7 mice; CBP, *n* = 9 mice; EVL, *n* = 6 mice; MIR, *n* = 8 mice; LTR, *n* = 5 mice; HBS-101, *n* = 4 mice; PEX, *n* = 6 mice). Dotted lines denote average value of nerves from wild-type female *Nf1*^OPG^ mice. (D) A heatmap representing the fold change of Ki67^+^ cells, optic nerve volume, and RNFL thickness from treated relative to untreated *Nf1*^OPG^ mice. The green boxes in the heat map indicate the relative change in each of the parameters listed. Grey boxes denote a lack of statistically significant differences. Data are represented as the mean ± SEM. Scale bars, (B) 100 µm. (C), Two-tailed student’s *t*-test between treated groups and wild type. *P*-values are indicated within each graph. Figure illustrations (6A) were created using BioRender (BioRender.com).

### Head-to-Head Preclinical Treatment Analysis Identifies Lamotrigine as a Lead Compound for Clinical Translation

Using head-to-head comparisons relative to the standard-of-care therapy (carboplatin) and no treatment, we found that everolimus, lamotrigine, and HBS-101 exhibited both anti-tumoral and neuroprotective effects (Figure 6D). In contrast, mirdametinib decreased tumor proliferation and optic nerve volume, without any effect on RNFL thickness, while pexidartinib only reduced optic glioma proliferation. However, only lamotrigine treatment resulted in reduced *Nf1*-OPG optic nerve proliferation, volume, and RNFL thinning. This observation suggests that lamotrigine might have the greatest potential efficacy as both an anti-tumoral and neuroprotective therapy for NF1-OPG in humans.

## Discussion

With the availability of robust preclinical models of human brain tumors, identifying promising therapies with a high likelihood of success in clinical trials remains a major challenge for the field. This is particularly important for low-grade gliomas,^3^ like NF1-OPG, where reduced survival is not a factor,^32^ time-honored treatments typically result in excellent tumor control,^33^ and preservation of neurologic and functional outcomes is key.^28^^,^^34^^,^^35^ For these reasons, we designed preclinical trials using human-relevant outcomes that aim to both attenuate tumor growth and improve retinal health. Leveraging this strategy, our findings raise several points relevant to other low-grade nervous system neoplasms.

First, NF1-OPG biology is dictated by the cooperative interactions of numerous non-cancerous cell types in the tumor microenvironment (TME). Prior studies from our laboratory have revealed at least two separable OPG-supportive stromal circuits involving the coordinated interplay of (1) neurons and oligodendrocyte precursors^36^ or (2) neurons, T cells, and TAMs.^18^^,^^19^^,^^22^ The first circuit requires light-induced activation of retinal ganglion cell (RGC) neurons and the release of ADAM10, which cleaves membrane-bound NLGN3 from OPCs to drive tumor initiation. In proof-of-concept preclinical experiments, blocking ADAM10 cleavage suppresses tumor growth (both volume and proliferation^36^) This finding is consistent with other preclinical studies in which a related inhibitor, INCB7839, reduced tumor growth malignant glioma growth and mouse mortality.^37^ Since the mechanisms underlying RGC activation and ADAM10 production are currently under active investigation and remain unknown, we chose to focus on the second better characterized neuronal circuit. Consistent with the principles of integrated circuit function, all treatments, regardless of their primary target cell, resulted in reduced paracrine mediator expression. As such, interruption of these interdependent nodes resulted in inhibition of paracrine factors that attract T cells (Ccl2, Ccl3) and those important for TAM support of tumor growth (Ccl4, Ccl5). Using single cell RNA sequencing, there was no evidence for the emergence of new cellular or paracrine factor adaptations (data not shown), supporting the idea that this low-grade glial neoplasm in mice can be equivalently targeted at multiple nodes within an established stromal circuit.

Second, we observed a dissociation between anti-tumoral and neuroprotective effects. This was previously underscored by the finding that *Nf1*-OPG mice of both sexes harbor tumors of equivalent size and proliferation rate, but only females exhibit reduced RGC content, RNFL thickness, and visual acuity.^30^ The female skewing of vision loss in the setting of OPG has also been reported in children with NF1.^30^ While the etiology for this sex imbalance in humans is unknown, the preferential vision loss in female *Nf1*-OPG mice results from estrogen receptor-mediated release of the neurotoxic paracrine factor, IL-1β, from glial cells.^31^^,^^38^ It should be noted that the differences in RNFL neuroprotection observed with the various treatments do not operate at the level of IL-1β production (Supplementary Figure 5B) and likely reflect other mechanisms that remain to be elucidated.

Third, the use of a preclinical design more reflective of the clinical setting with head-to-head comparisons permits a prioritization of candidates based on both anti-tumoral and neuroprotective outcomes. For these experiments, we specifically selected a treatment interval (6 to 12 weeks of age) during which the greatest increases in tumor proliferation and volume are observed, with little change thereafter.^20^^,^^29^ In addition, we used both standard neuropathological (%Ki67^+^ cells) and clinically relevant (optic nerve volume) measurements to approximate tumor growth. Optic nerve volumes were chosen based on prior studies demonstrating excellent concordance between gross histology and MRI.^39^ Similarly, SMI32 measurements of RNFL thickness were used as a biomarker to reflect objective estimates of visual loss (OCT), which were previously shown to be equivalent (*R*^2^=0.889).^29^ We chose not to incorporate behavior-based visual acuity assessments (eg virtual optokinetic system; VOS^30^), as these are complicated by attention deficits in *Nf1*-mutant mice,^40^ similar to children with NF1.

Using this head-to-head referential preclinical design, comparisons were made to heterozygous *Nf1*-mutant (*Nf1+/-*) and wild-type (WT) mice, as well as to time-honored standard of care carboplatin-treated^6^^,^^41^ and untreated *Nf1*-OPG mice. This is important, since heterozygous *Nf1*-mutant mice exhibit increased optic nerve volumes,^39^ similar to some children with NF1,^42^ and harbor increased numbers of monocytes, unrelated to tumor formation, relative to WT mice.^43^ It should be noted that none of the treatments restored optic nerves to WT levels, arguing that treatments during the period of optic glioma evolution do not prevent tumor formation (glioma initiation).^36^ Instead, we observed varying effects of the various treatments on optic nerve proliferation, volume, and tissue architectural distortion. In this regard, carboplatin treatment resulted in reduced tumor proliferation, decreased tissue architectural distortion, and near-WT RNFL thickness, similar to that seen with everolimus, HBS-101, and pexidartinib treatment. While HBS-101 and pexidartinib treatments have not been evaluated in human NF1-OPG clinical trials, prior studies with everolimus revealed stable or improved radiological responses in 11/18 children and stable or improved visual acuity in 12/14 children.^35^ HBS-101, a novel midkine inhibitor, reduced optic nerve proliferation, normalized RNFL thickness, and decreased the expression of tumor (*Neu4*, *Gpr17*) and TME (*Ccl2*, *Ccl3*, *Ccl4*, *Ccl5*) genes, supporting its continued development as a targeted therapy for pediatric NF1-associated glioma. In contrast, mirdametinib was effective only as an anti-neoplastic agent with no improvement in RNFL thinning in *Nf1*-OPG mice. Children experiencing vision loss from optic pathway gliomas frequently demonstrate a decline in RNFL thickness.^44^ Although RNFL thickness is often used as a surrogate marker of vision, the exact relationship between VA and RNLT thickness has not been completely elucidated. Early clinical studies evaluating the use of selumetinib, an alternative MEK inhibitor, in children with both NF1 and non-NF1-associated recurrent/relapsed OPG revealed vision stabilization or partial improvement,^45^ however, RNFL thickness was not assessed. While both anti-neoplastic and neuroprotective effects were previously reported by our laboratory using a much higher dose of mirdametinib (5mg/kg twice daily^5^), raising the possibility that dose escalation may afford some degree of neuroprotection, this could be difficult given the dose limiting toxicities observed in many MEKi phase 1 trials.^46^

Importantly, only lamotrigine exhibited both anti-neoplastic and neuroprotective properties with doses routinely used in clinical practice for managing epilepsy in children,^47^ as previously reported in mice,^18^ suggesting that lamotrigine warrants further consideration as a promising treatment for children with NF1-OPG. Repurposing anti-epileptic and mood stabilizing drugs for neuronal targeting in the setting of cancer forms the basis for cancer neuroscience therapeutics.^48^ As such, previous preclinical studies have revealed key roles for cholinergic,^49^ glutaminergic,^50^ and GABA-ergic^51^ neuronal control of malignant brain tumor growth. In this regard, the proposed use of lamotrigine for NF1-OPG therapy underscores the value of interfering with neuron-cancer interdependence.

While this study is limited by a lack of long-term follow-up and multiple rounds of treatment, the proposed experimental design framework offers unique opportunities to directly compare therapies for their abilities to halt tumor progression and visual decline. It should be noted that prior preclinical studies revealed durable effects of a single round of lamotrigine treatment with respect to tumor growth and RNFL thinning more than 3 months following the cessation of therapy.^18^ Moreover, setting a higher bar for clinical translation might result in more successful results in the clinical workplace for pediatric neuro-oncological diseases characterized by good overall survival, a low tolerance for significant adverse effects, and a pressing need for therapies that attenuate secondary neuronal dysfunction and improve tumor-associated morbidity.

## Supplementary Material

vdaf215_Supplementary_Data

## Data Availability

All RNA sequencing data have been deposited in GEO (GSE303054) and are publicly available.

# Supplementary material for: Head-to-head preclinical treatment design prioritizes promising therapies for neurofibromatosis type 1 optic glioma clinical translation
**Source:** Neurooncol Adv. 2025 Oct 4;7(1):vdaf215. doi: 10.1093/noajnl/vdaf215
**Supplement:** vdaf215_Supplementary_Data

**Head-to-head preclinical treatment design prioritizes promising therapies for Neurofibromatosis 1 optic glioma clinical translation**

Talia Eligator^1^, Jit Chatterjee^1^, Shintaro Yamada^1^, Anthony Kirchner ^1^, Hareesh B. Nair^2^, Jason R. Fangusaro^3^, David H. Gutmann^1^

^1^Department of Neurology, Washington University, St. Louis MO 63110; ^2^Department of Molecular and Translational Medicine, Texas Tech University Health Science Center, Rick Francis St, Texas 79905; ^3^Department of Pediatrics and Winship Cancer Center, Emory University School of Medicine, Atlanta GA 30322

**Supplementary Figures**

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

**Supplementary Tables**

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

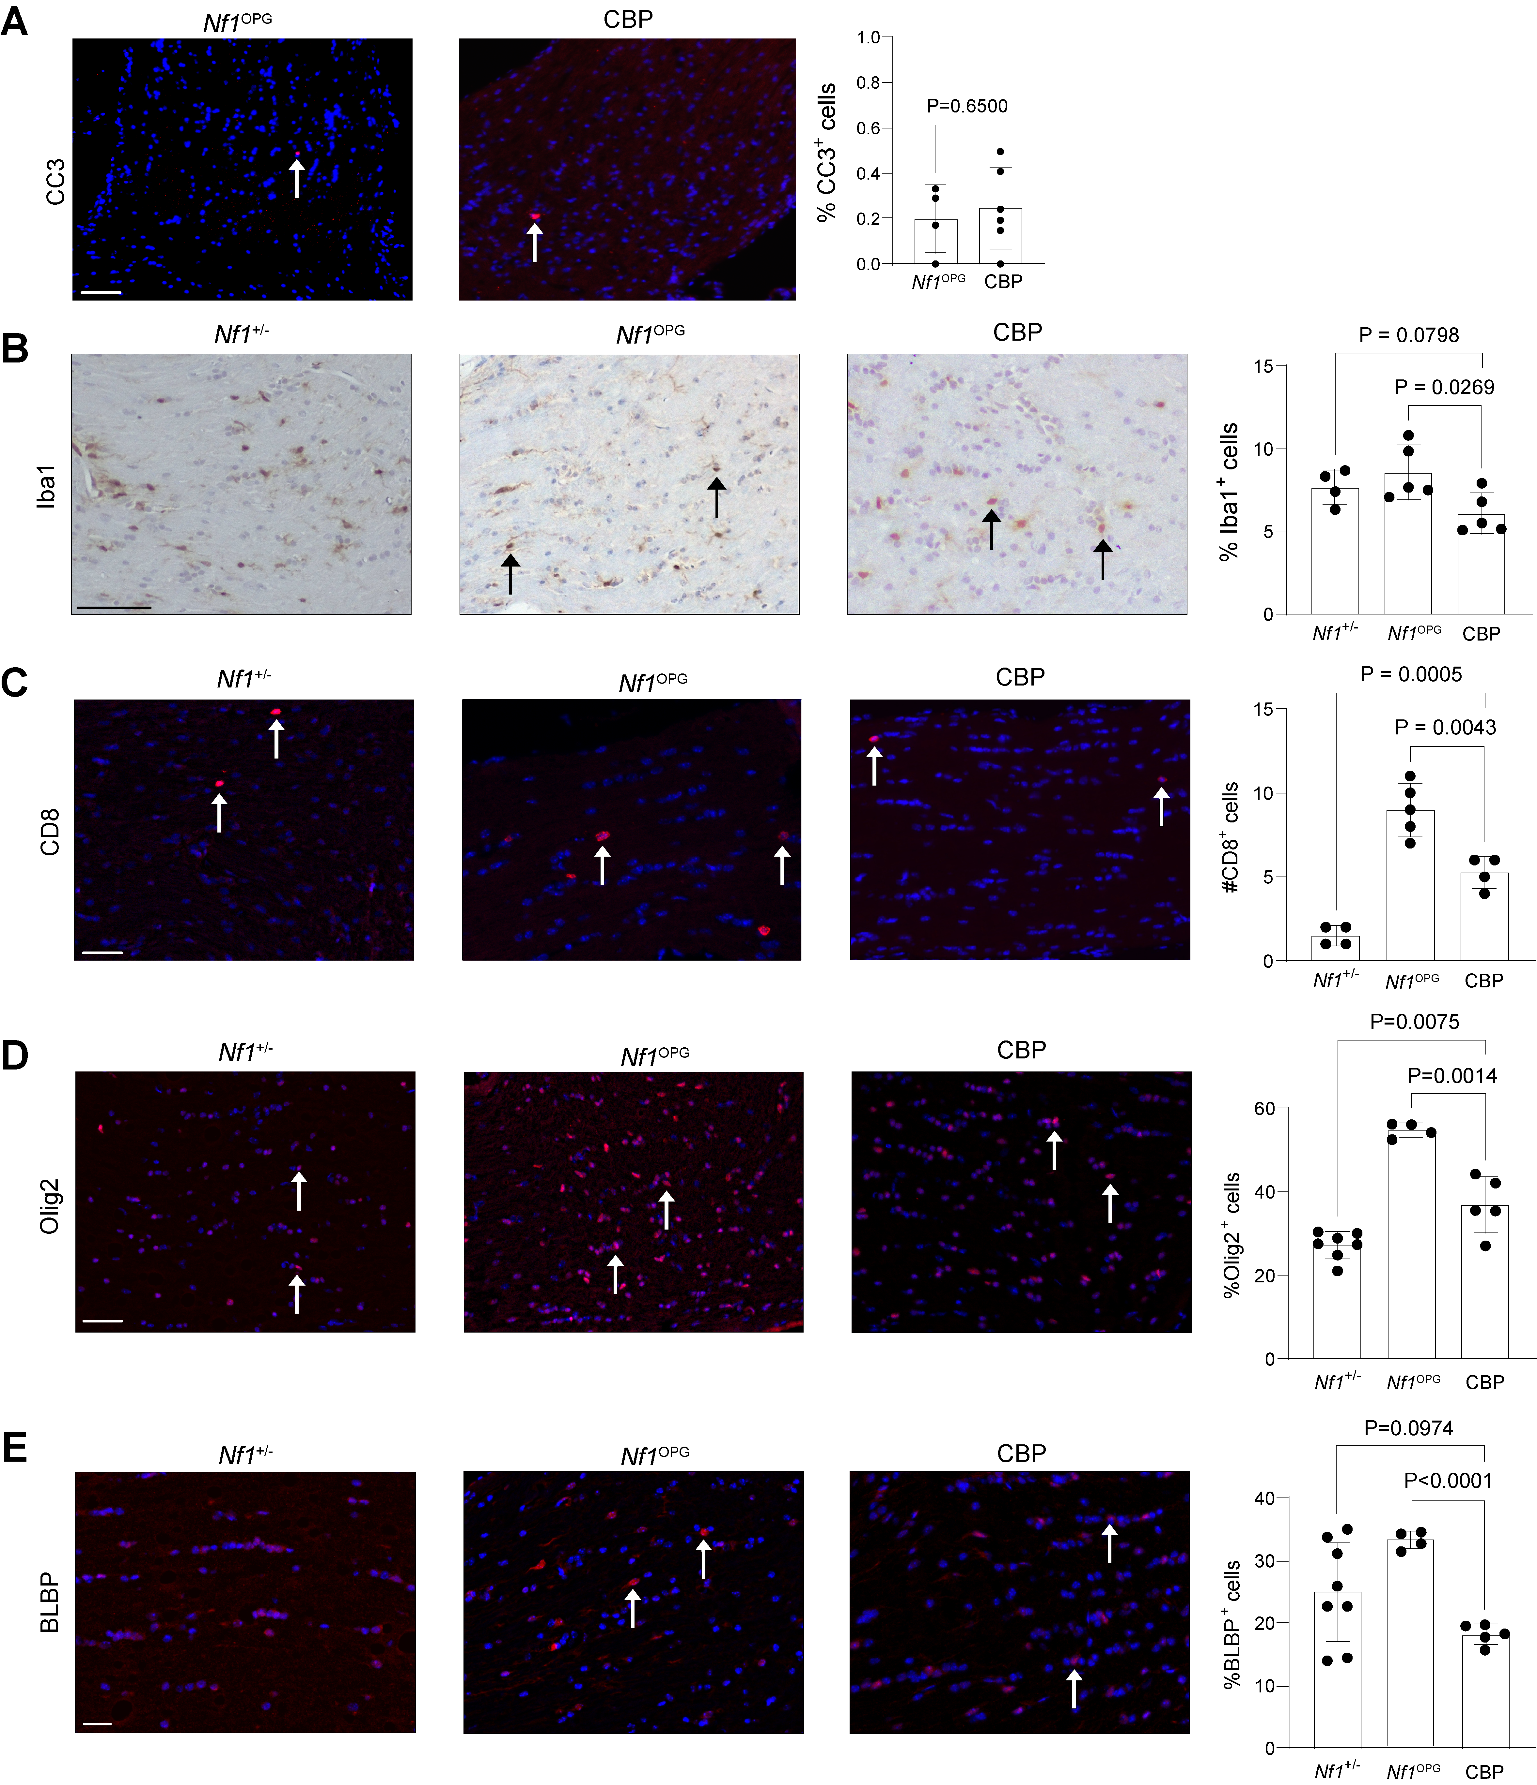

**Supplementary Figure 1**

*Nf1*^OPG^ mice were treated from six to twelve weeks of age with carboplatin (Sigma-Aldrich C2538; 15mg/kg IP injection once weekly). Optic nerves were analyzed after euthanasia at 12 weeks of age. Immunohistochemistry (IHC) or immunofluorescence (IF) and quantification of (**A**) cleaved caspase 3^+^ (percent cleaved caspase-3^+^ cells; %CC3^+^ cells; *Nf1*^OPG^, n=4 mice; CBP, n=5 mice). (**B**) tumor-associated monocytes (TAM; %Iba1^+^ cells in brown; *Nf1*^+/-^, n=4 mice; *Nf1*^OPG^, n=5 mice; CBP, n=5 mice). (**C**) CD8^+^ T cells (number of CD8^+^ cells in red; *Nf1*^+/-^, n=4 mice; *Nf1*^OPG^, n=5 mice; CBP, n=4 mice). (**D**) Oligodendrocyte lineage cells (%Olig2^+^ cells in red; *Nf1*^+/-^, n=4 mice; *Nf1*^OPG^, n=4 mice; CBP, n=5 mice). (**E**) Blbp^+^ cell content (%Blbp^+^ cells in red; *Nf1*^+/-^, n=3 mice; *Nf1*^OPG^, n=4 mice; CBP, n=5 mice). Scale bars, **A-E**, 40µm. Data are represented as the mean ± SEM. **A-E**, Two-tailed student’s *t*-test between treated and untreated groups. *P* values are indicated within each graph. **Abbreviations**: CBP, carboplatin; IP, intraperitoneal; IHC, immunohistochemistry; IF, immunofluorescence; *Nf1*^OPG^, no treatment.

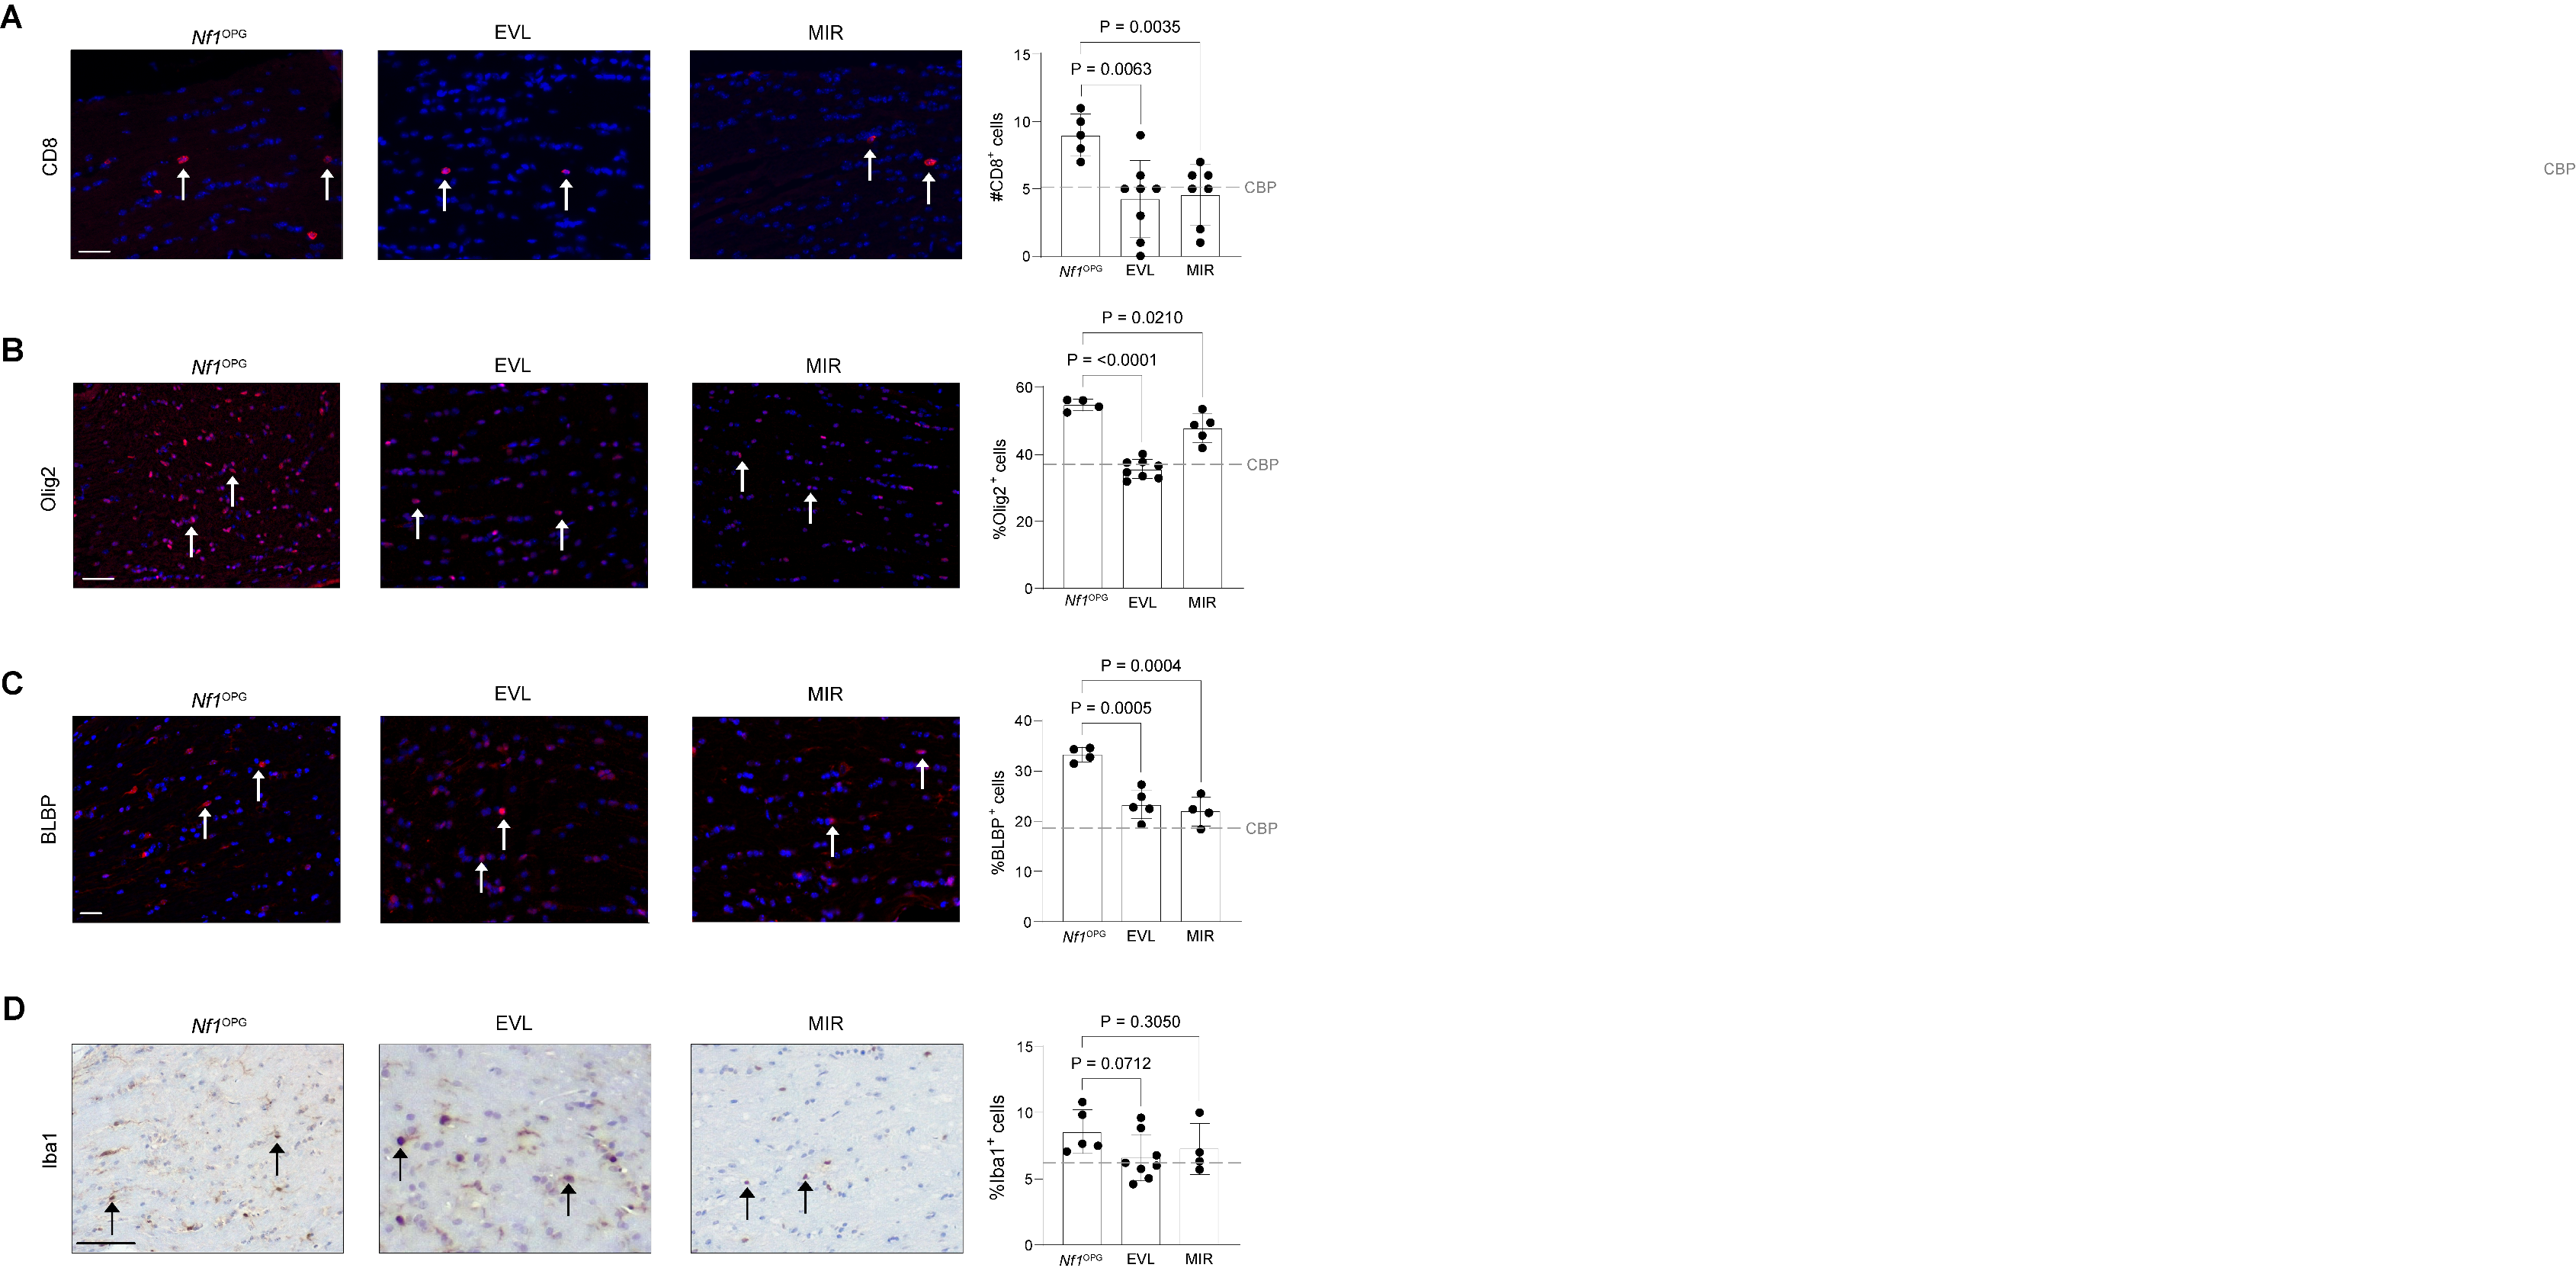

**Supplementary Figure 2**

*Nf1*^OPG^ mice were treated from six to twelve weeks of age with everolimus (Selleck Chemicals S1120; 1.7 mg/kg gavage for 5days each week) or mirdametinib (STEMCELL Technologies 72184; 2.5mg/kg oral gavage twice daily for five days each week). Optic nerves were analyzed after euthanasia at 12 weeks of age. Immunohistochemistry (IHC) or immunofluorescence (IF) and quantification of (**A**) CD8^+^ T cells (number of CD8^+^ cells in red; *Nf1*^OPG^, n=5 mice; EVL, n=8 mice; MIR; n=7 mice). (**B**) Oligodendrocyte lineage cells (%Olig2^+^ cells in red; *Nf1*^OPG^, n=4 mice; EVL, n=8 mice; MIR, n=5 mice). (**C**) Blbp^+^ cell content (%Blbp^+^ cells in red; *Nf1*^OPG^, n=4 mice; EVL, n=5 mice; MIR, n=4 mice). (**D**) tumor-associated monocytes (TAM; %Iba1^+^ cells in brown; *Nf1*^OPG^, n=5 mice; EVL, n=8 mice; MIR, n=4 mice). Dotted lines denote the average values from carboplatin (CBP)-treated mice. Scale bars, **A-D**, 40µm. Data are represented as the mean ± SEM. **A-D**, Two-tailed student’s *t*-test between treated and untreated groups. *P* values are indicated within each graph. **Abbreviations**: CBP, carboplatin; EVL, everolimus; MIR, mirdametinib; IHC, immunohistochemistry; IF, immunofluorescence; *Nf1*^OPG^, no treatment

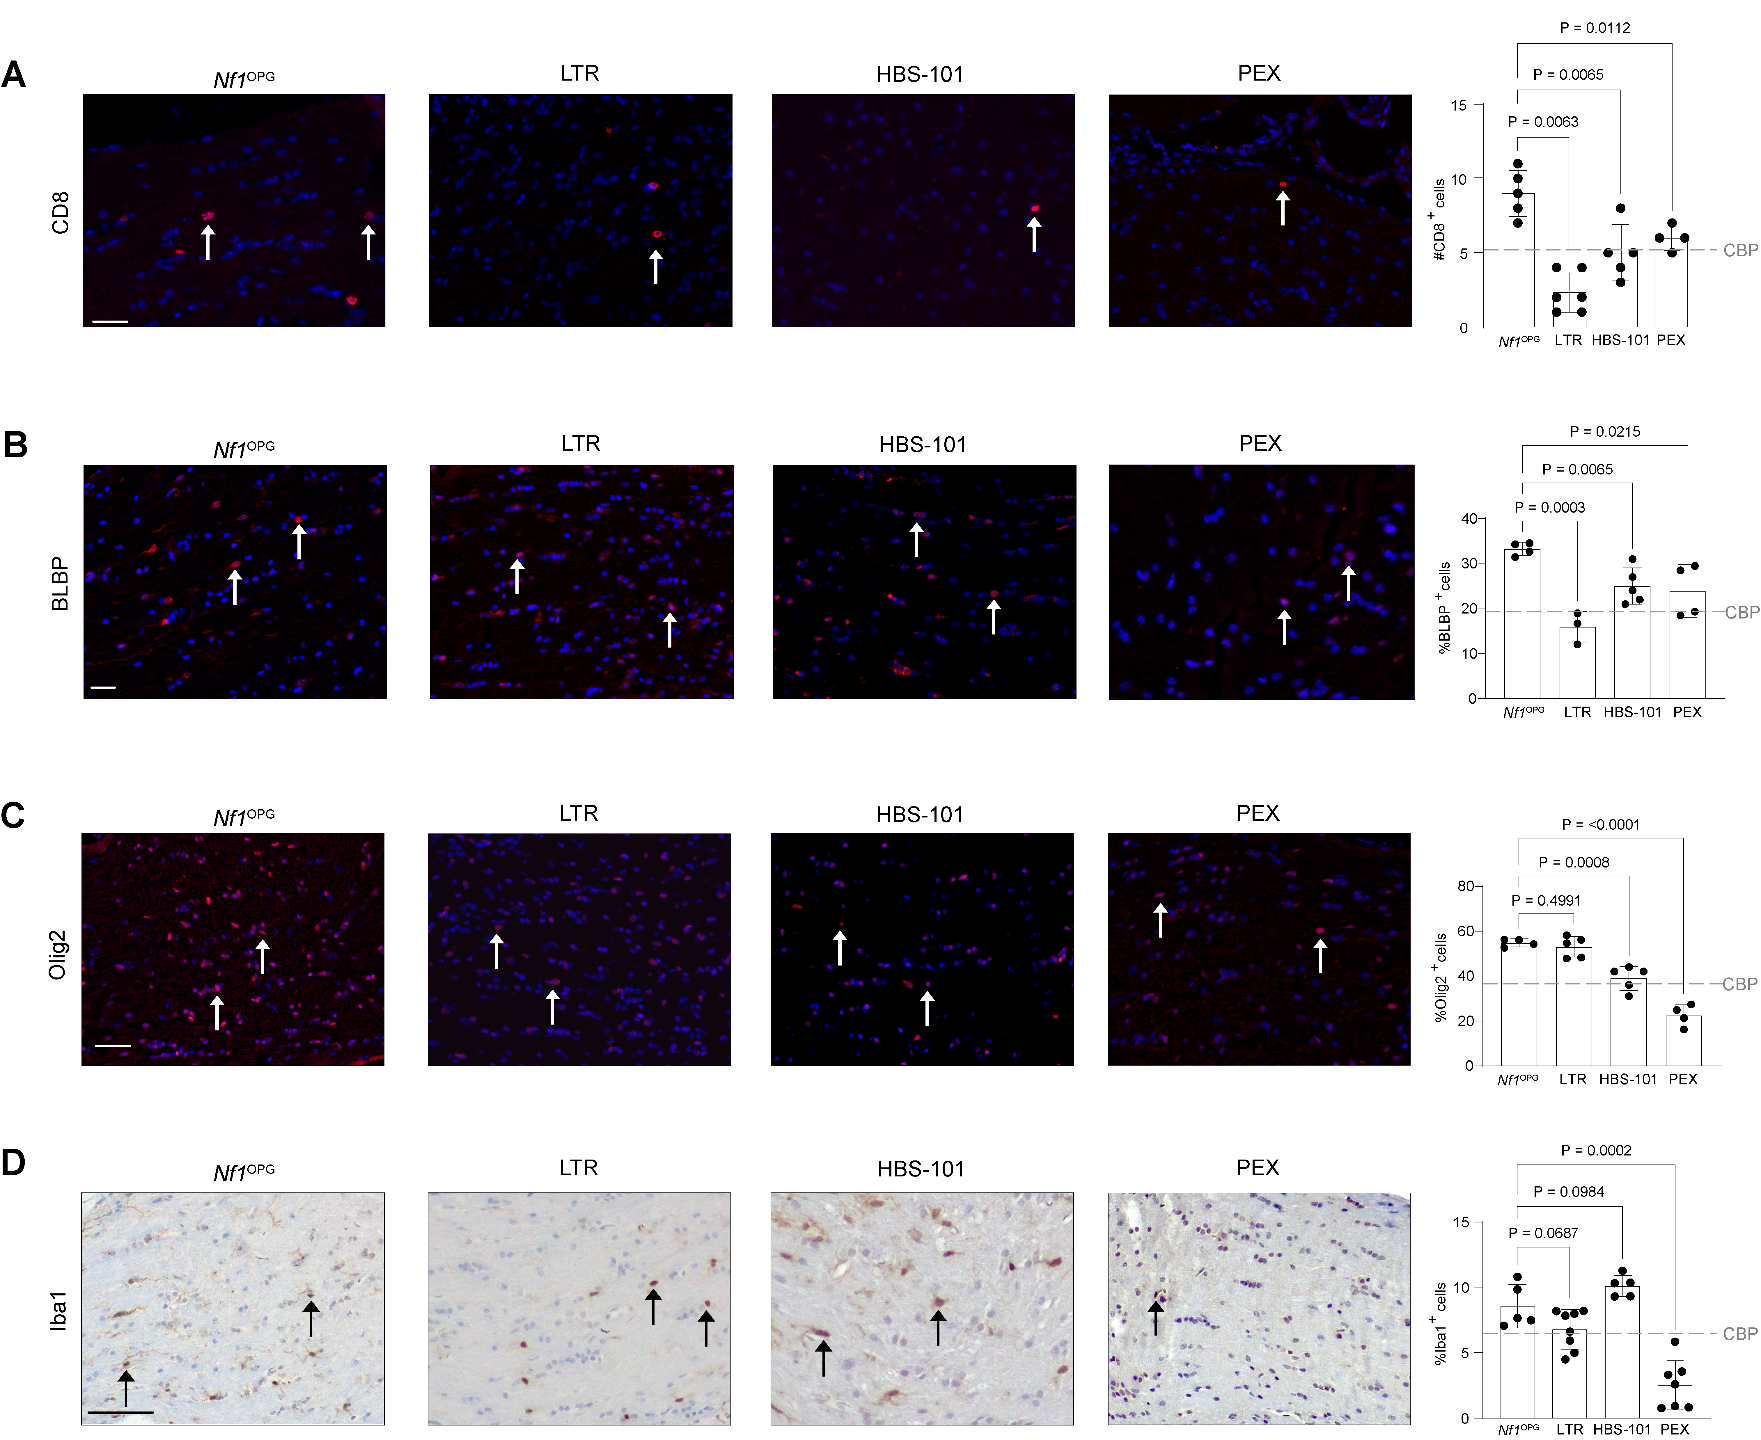

**Supplementary Figure 3**

*Nf1*^OPG^ mice were treated from six to twelve weeks of age with lamotrigine (Selleck Chemicals S3024; 2.5mg/kg gavage twice daily for five days each week), HBS-101 (20mg/kg IP for 5 days each week) or pexidartinib (Medchem HY-16749A; 275 mg/kg PLX3397-containing chow daily). Optic nerves were analyzed after euthanasia at 12 weeks of age. Immunohistochemistry (IHC) or immunofluorescence (IF) and quantification of (**A**) CD8^+^ T cells (number of CD8^+^ cells in red; *Nf1*^OPG^, n=5 mice; LTR, n=6 mice; HBS-101, n=5 mice; PEX, n=4 mice). (**B**) Blbp^+^ cell content (%Blbp^+^ cells in red; *Nf1*^OPG^, n=4 mice; LTR, n=4 mice; HBS-101, n=5 mice; PEX, n=4 mice). **(C)** Oligodendrocyte lineage cells (%Olig2^+^ cells in red; *Nf1*^OPG^, n=4 mice; LTR, n=5 mice; HBS-101, n=5 mice; PEX, n=4 mice). (**D**) tumor-associated monocytes (TAM; %Iba1^+^ cells in brown; *Nf1*^OPG^, n=5 mice; LTR, n=8 mice; HBS-101, n=5 mice; PEX, n=7 mice). Dotted lines denote the average value from carboplatin (CBP)-treated mice. Scale bars, **A-D**, 40µm. Data are represented as the mean ± SEM. **A-D**, Two-tailed student’s *t*-test between treated and untreated groups. *P* values are indicated within each graph. **Abbreviations**: CBP, carboplatin; IP, intraperitoneal; LTR, lamotrigine; *Nf1*^OPG^, no treatment; PEX, pexidartinib; IHC, immunohistochemistry; IF, immunofluorescence.

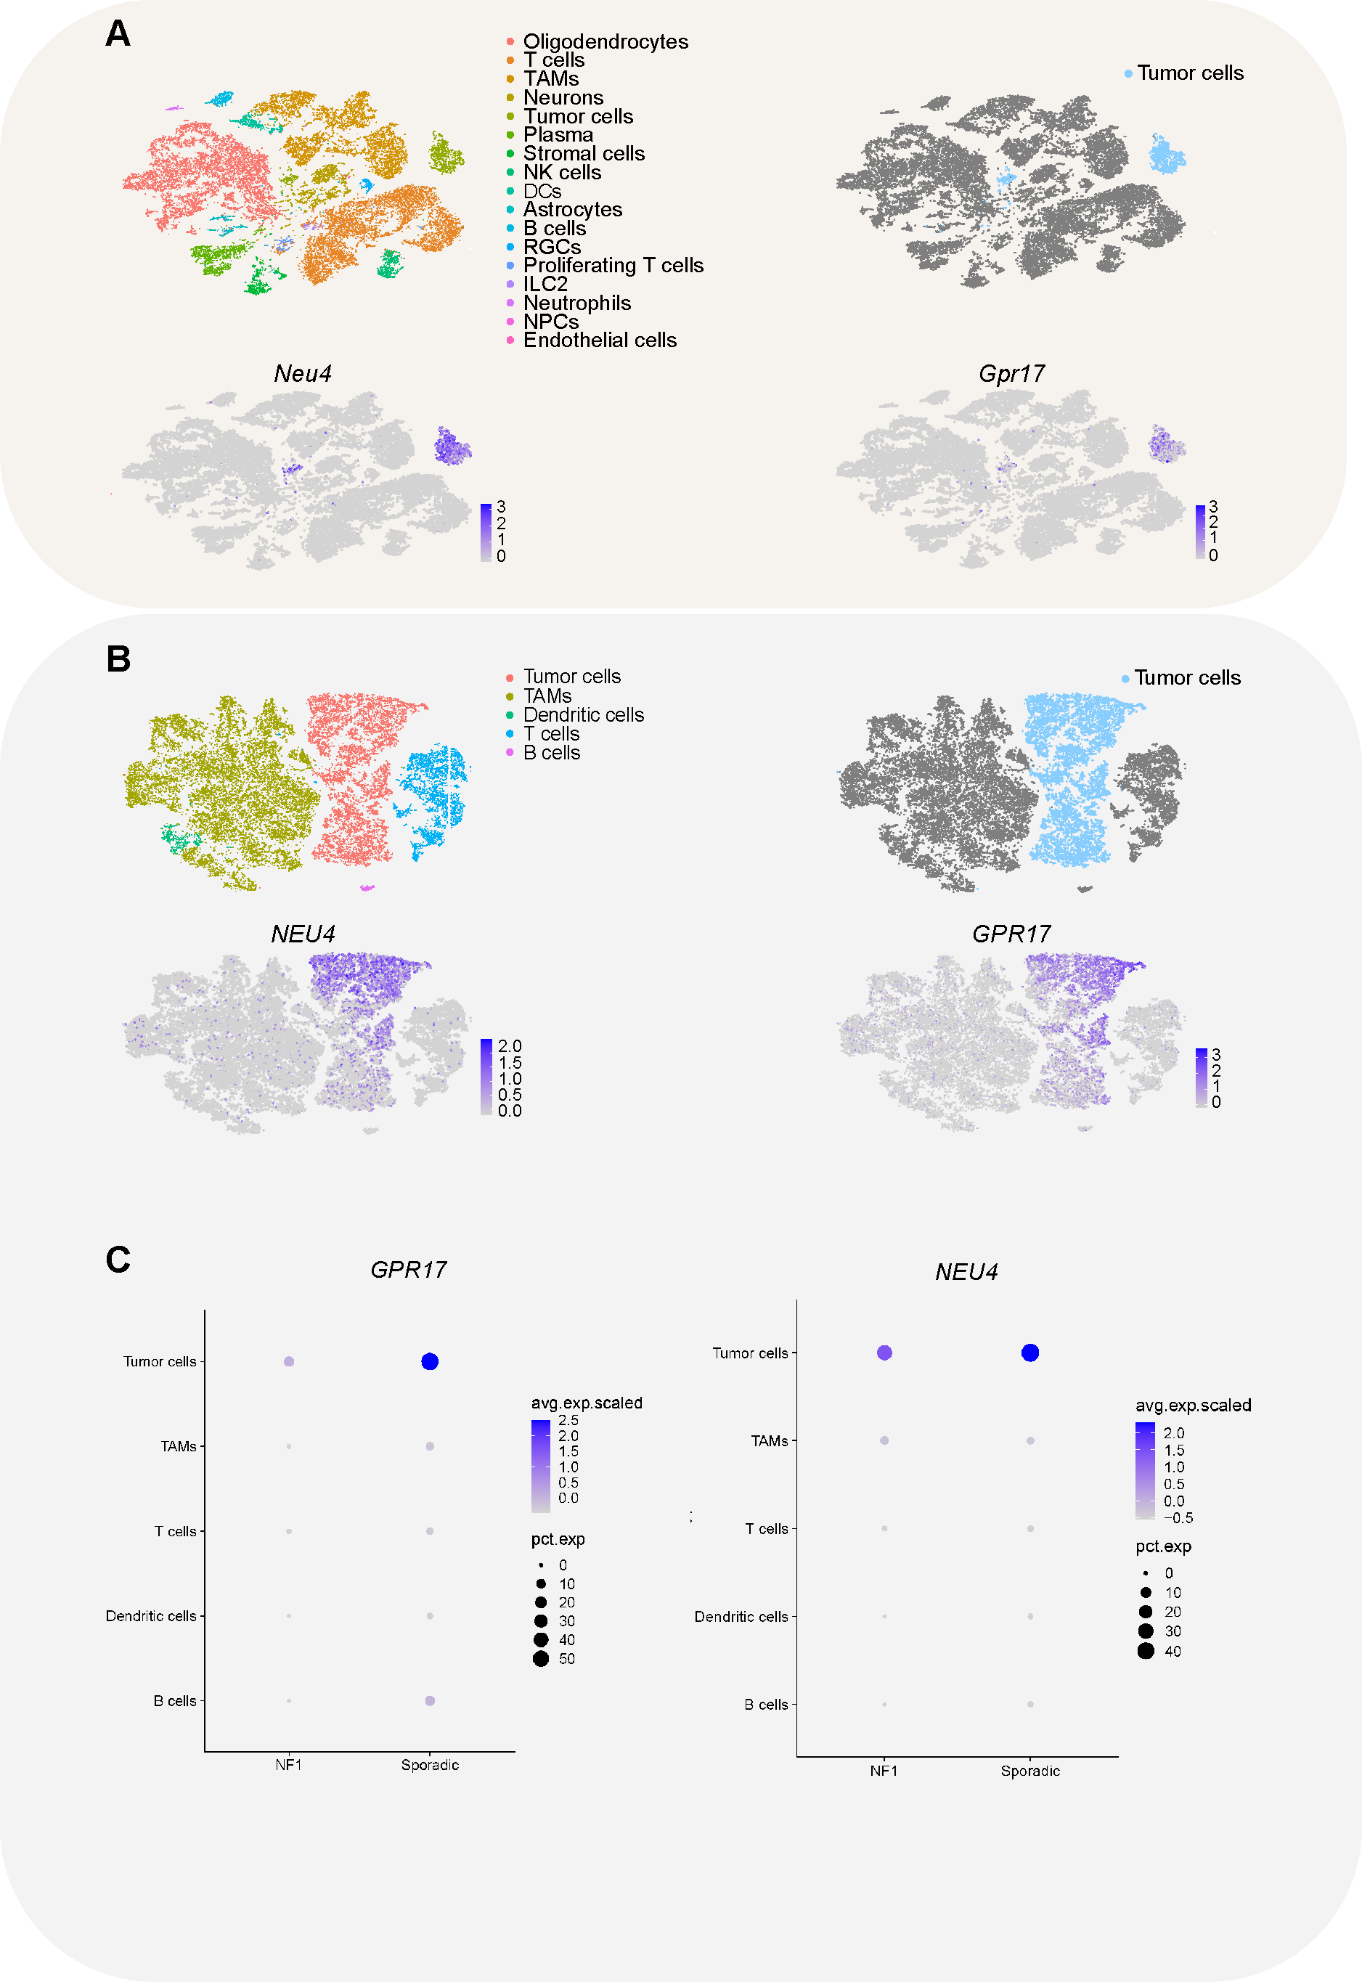

**Supplementary Figure 4**

t-SNE visualization plot showing single-cell RNA sequencing results from (**A**) *Nf1*^OPG^ mice and (**B**) human PA tumors highlighting *Neu4* and *Gpr17* expression. (**C**) Dot plot showing *NEU4* and *GPR17* expression in sporadic (n=4) and NF1-associated (n=1) human PA tumors.

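Of the 1191 kept cells with a *Neu4* UMI, 89.0% (87.1 to 90.7) were tumor-like, 92 were in other named classes and 39 were in unnamed clusters. Of the 758 cells with a *Gpr17* UMI, 88.1% (85.6 to 90.3) were tumor-like, and in C-ON alone 78.0% of 132 such cells were. Both genes were found together in 584 cells, of which 564 (96.6%) were tumor-like, and these made up 35.4% of the tumor-like class. At least 1 of the genes was found in 73.0% of tumor-like cells. Among cells with at least 2 UMIs of *Neu4*, 751 of 776 (96.8%) were tumor-like. Within the class, *Neu4* was found in 82.3% (79.8 to 84.6) of cells of cluster 9 and in 39.7% (35.8 to 43.8) of cluster 19. *Gpr17* was found in 51.3% (48.2 to 54.5) and 25.9% (22.4 to 29.6) of these cells. Among the unnamed clusters, the highest *Neu4* share was in cluster 25, with 6.38% (4.04 to 9.50) of its cells, and all of these came from FMC_new.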

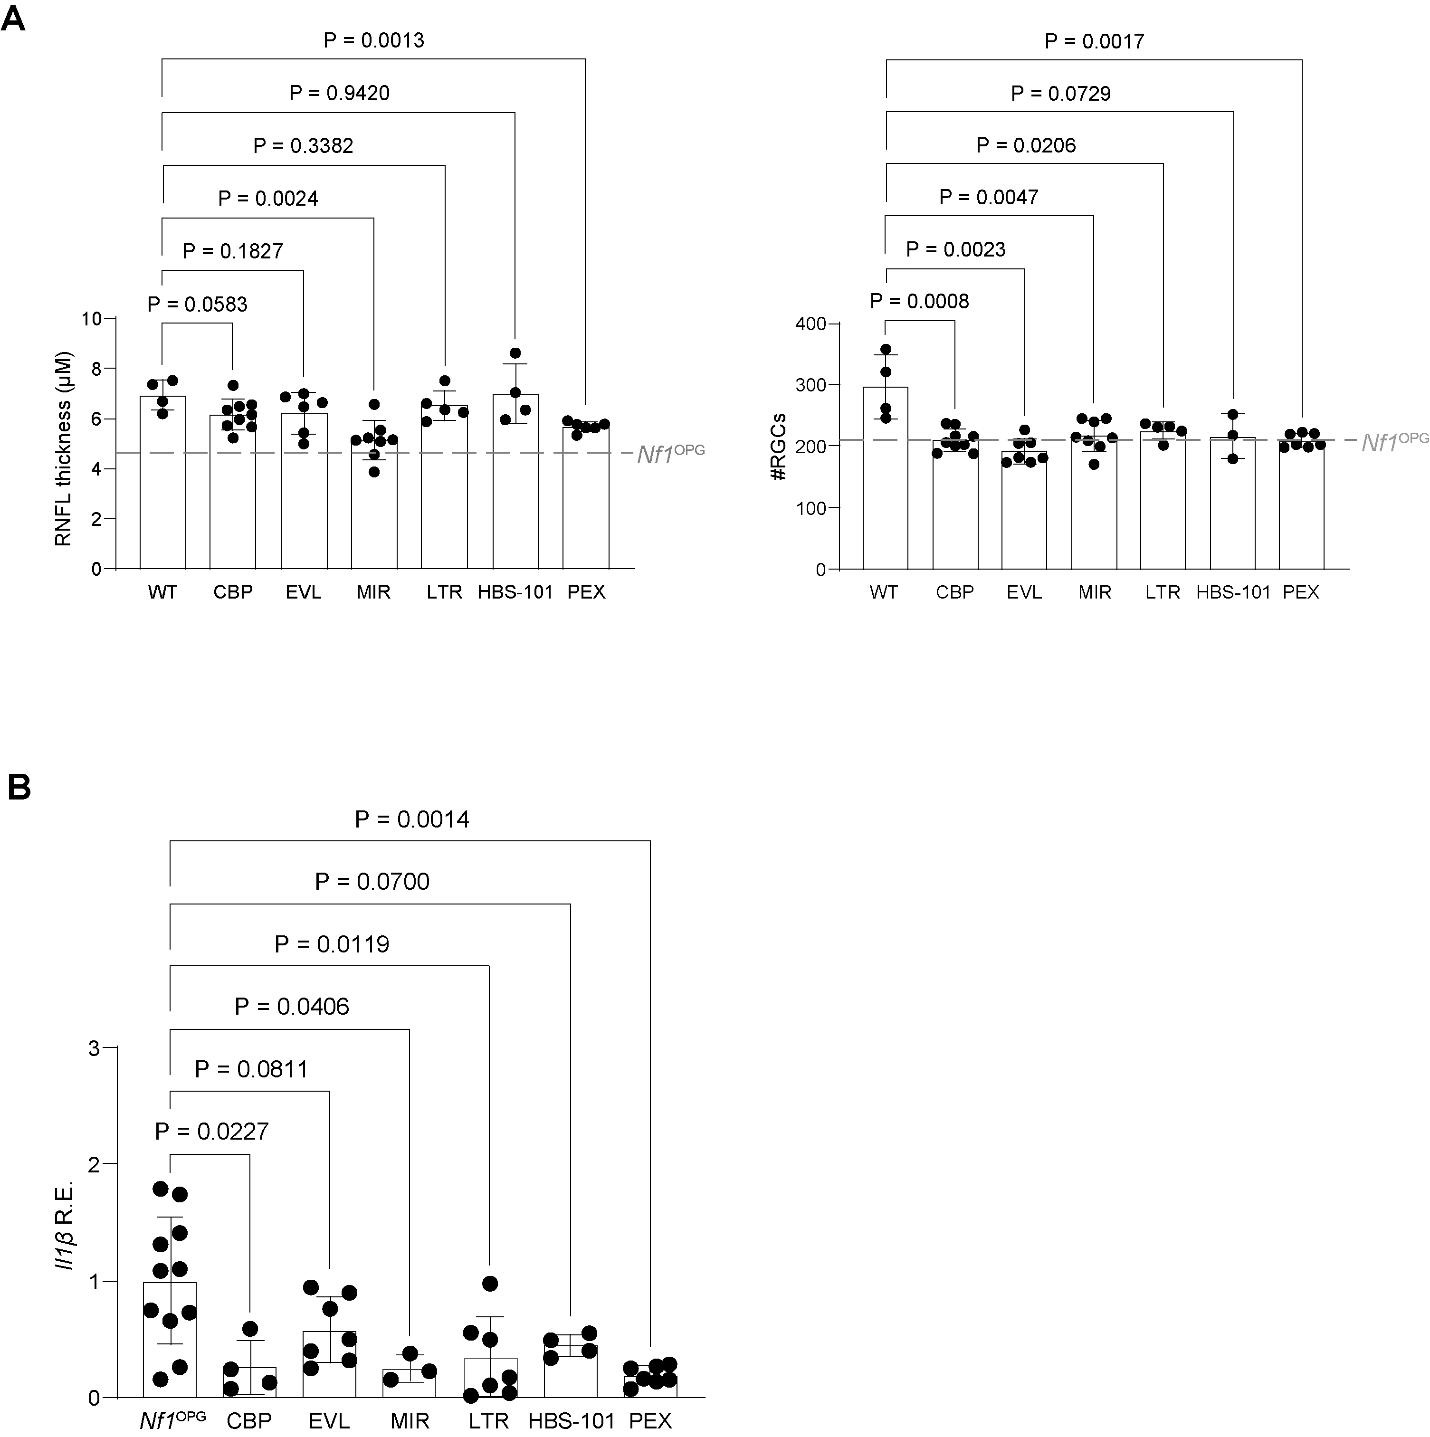

**Supplementary Figure 5**

(**A**) Immunofluorescence (IF) of treated female *Nf1*-OPG mouse retinae. Dotted lines in the photomicrographs outline the RGCs and RNFL in female *Nf1*^OPG^ mice. (**C**) Retinal nerve fiber layer (RNFL; only female *Nf1*^OPG^ mice) thickness (Smi32^+^ fibers in green) from treated mice relative to wild-type mice (WT, n=4 mice; CBP, n=9 mice; EVL, n=6 mice; MIR, n=8 mice; LTR, n=5; HBS-101, n=4 mice; PEX, n=6 mice). Retinal ganglion cell (RGC in red; only female *Nf1*^OPG^ mice) count (number of RBPMS^+^ cells) from treated mice relative to wild-type mice (WT, n=4 mice; CBP, n=9 mice; EVL, n=7 mice; MIR, n=8 mice; LTR, n=5 mice; HBS-101, n=3 mice; PEX, n=7 mice). Dotted lines denote the average values from untreated (*Nf1*^OPG^) female *Nf1*^OPG^ mice. (**B**) *Il1b* mRNA expression across treated groups (*Nf1*^OPG^, n=11 mice; CBP, n=4 mice; EVL, n=7 mice; MIR, n=3 mice; LTR, n=7 mice; HBS-101, n=4 mice; PEX, n=7 mice). It should be appreciated that RNFL thickness and RGC number in the retinae of WT and *Nf1^+/-^* mice are indistinguishable. Data are represented as the mean ± SEM. **A**-**B,** Two-tailed student’s *t*-test between treated and untreated groups. *P* values are indicated within the graph. R.E., relative expression. **Abbreviations**: CBP, carboplatin; EVL, everolimus; LTR, lamotrigine; MIR, mirdametinib; *Nf1*^OPG^, no treatment; PEX, pexidartinib

# Supplementary material for: Head-to-head preclinical treatment design prioritizes promising therapies for neurofibromatosis type 1 optic glioma clinical translation
**Source:** Neurooncol Adv. 2025 Oct 4;7(1):vdaf215. doi: 10.1093/noajnl/vdaf215
**Supplement:** vdaf215_Supplementary_Data

**Supplementary Table 2. Mouse qRT-PCR primers used**

| **Gene** | **Probe set** |
| --- | --- |
| *Ccl2* | Mm00441242_m1 (TaqMan Gene Expression) |
| *Ccl3* | Mm00441259_g1 (TaqMan Gene Expression) |
| *Ccl4* | Mm00443111_m1 (TaqMan Gene Expression) |
| *Ccl5* | Mm01302427_m1 (TaqMan Gene Expression) |
| *Gapdh* | Mm99999915_g1 (TaqMan Gene Expression); internal control |
| *Gpr17* | Mm02619401_s1 (TaqMan Gene Expression) |
| *Neu4* | Mm00620597_m1 (TaqMan Gene Expression) |

# Supplementary material for: Head-to-head preclinical treatment design prioritizes promising therapies for neurofibromatosis type 1 optic glioma clinical translation
**Source:** Neurooncol Adv. 2025 Oct 4;7(1):vdaf215. doi: 10.1093/noajnl/vdaf215
**Supplement:** vdaf215_Supplementary_Data

| **Antibody** | **Host** | **Source** | **Dilution** |
| --- | --- | --- | --- |
| Anti-mouse Alexa Fluor 488 (IF) | goat | Invitrogen, A11029 | 1:200 |
| Anti-rabbit Alexa Fluor 568 (IF) | goat | Invitrogen, A11011 | 1:200 |
| Biotinylated anti-mouse (IHC) | goat | Vector Laboratories, BA-9200 | 1:200 |
| Biotinylated anti-rabbit (IHC) | goat | Vector Laboratories, BA-1000 | 1:200 |
| BLBP (IF) | rabbit | Millipore Sigma, ABN-14 | 1:400 |
| CD8 (IF) | rabbit | Cell Signaling, D4W2Z | 1:500 |
| Cleaved Caspase-3 (IF) | rabbit | Cell Signaling- 9661S | 1:200 |
| Iba1 (IHC) | rabbit | Wako, 019-19741 | 1:500 |
| Ki67 (IHC) | mouse | BD Biosciences, ab15580 | 1:400 |
| Olig2 (IF) | rabbit | GeneTex, GTX132732 | 1:500 |
| RBPMS (IF) | rabbit | ProteinTech, 15187-1-AP | 1:400 |
| Smi32 (IF) | mouse | BioLegend, 801701 | 1:300 |

**Supplementary Table 1. Antibodies Used**

**Abbreviations**: IF, immunofluorescence, IHC, immunohistochemistry

How the deposited data were processed for this re-analysis (not part of the article)

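Single-cell RNA sequencing of *Nf1* OPG mouse optic nerves was analysed for 2 libraries, C-ON and FMC_new. Both were mapped to the same condition from the genotype label and the paper. The authors made the files with Cell Ranger, which aligns reads to the mm10 mouse reference and counts UMIs per gene and barcode. They deposited these raw counts for the barcodes called as cells, without normalization, as whole numbers. The counts were used as they are, and whether intronic reads were counted is not stated in the files or the paper's text. Gene coordinates come from an annotation of GRCm38 and were matched to the files by gene identifier.

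Cells were kept with 500 to 5000 detected genes, 500 to 20000 UMIs and under 5% mitochondrial UMIs. Seurat 5.3.0 under R 4.3.3 was used for log normalization to 10000 counts per cell, 2000 variable features, CCAIntegration of the 2 libraries, and clusters from 30 components at a resolution of 0.8. The paper names Seurat's functions and the number of variable features, while its text names neither the number of components nor the resolution. The text accompanying the deposited series names SCTransform in place of log normalization, and this was run as an alternative. Everything else was computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5.

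Clusters were named from lists of markers of 24 classes. A marker counted for a cluster when it was found in at least 20% of its cells and its level was at least 2 times the mean of the clusters, and at least 3 markers were needed. The class with the largest part of its markers counted was taken. How to treat a cluster whose 10 leading genes hold markers of another class was settled after the leading genes of the clusters, and the shares of *Neu4* and *Gpr17* in them, had been seen. This rule had a first and a second form. Under both, clusters of fewer than 20 cells, clusters with at least 3 cell cycle genes among the leading genes, and clusters of low UMIs without a leading marker of their own stayed unnamed. In the first form, a single leading marker of another class could leave a cluster unnamed. In the form used, markers of a single other class must number at least 2 and exceed the cluster's own to leave it unnamed, and a cluster whose best class leads by fewer than 2 markers stays unnamed unless at least 2 of its own markers are among its leading genes. Under the first form, the tumor-like class and its values were the same. Cluster 30, with 199 cells, was placed in the oligodendrocyte-like class by the form used, although mast cell and macrophage genes such as *Tpsab1*, *Mcpt4* and *Mrc1* are among its leading genes. Mast cell genes and immunoglobulin genes are in none of the lists, so they leave no cluster unnamed. Immunoglobulin genes are among the leading genes of the tumor-like cluster 19 (*Ighv10-3*, *Ighv14-3*) and of cluster 37, with 28 cells, which was placed with the tumor-associated monocyte-like cells although no marker of that class is among its leading genes. Mast cell genes such as *Cma1* are among those of the ILC2-like cluster 32, and interferon response genes such as *Iigp1* among those of the oligodendrocyte-like cluster 1.

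The shares of cells with a UMI, their exact Clopper-Pearson 95% intervals and the Seurat fold change were computed for the tumor-like class against each other named class of at least 20 cells. The 3 limits of the paper's methods were then applied to every gene. For a class without a UMI of a gene, a floor of 3 counts gives the limit. Levels are given as CPM, the UMIs of a gene scaled to all UMIs of a class, with exact Poisson intervals. To compare shares at equal depth, 25040 cells were thinned to 1000 UMIs and 612 shallower cells were left out. Intervals cover counting error only. There are 2 libraries mapped to 1 condition, so no test between groups was made and no p-value is given. The SD of the 2 libraries was taken as the spread against which an alternative moved a value, and for the count of genes a change of over 1.5 times was taken in its place. If the libraries differ in condition, that SD holds this difference too.

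The lists of markers, the filters, the limits, the alternatives other than those marked as added, and the rule for the genes named were set before the data were examined. By that rule the genes named are *Neu4*, *Gpr17*, *C1ql1*, the genes that the paper names in its single-cell and microenvironment results, genes meeting the 3 limits in each library alone, and *Gh*, *Prl* and immunoglobulin genes as a check for free RNA. *Lims2* was named from the annotation, outside this rule. The genes meeting the limits in 1 library or under 1 alternative, the pituitary transcription factors and the leading genes of clusters were named after the data were seen. Of these, 1 gene meeting the limits in C-ON and 1 pituitary transcription factor are not reported here.

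The step that applies the limits was tested on simulated counts of 3000 genes in 14 classes of 300 cells, with 200 genes changed. Of 41 genes expected to pass, 39 were recovered, and no other gene passed. The simulation was redesigned once after its result had been seen. In its first form the shares of changed genes in the other classes lay closer to the limit of 2%, and a smaller part of the expected genes was recovered, so the step misses genes near that limit.

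The alternatives covered the resolution, the number of components, integration, normalization, cell filters, the variable features, each library alone, depth, the weight of the libraries, the UMIs needed, the size of classes, unnamed clusters, the fold change formula and clusters made from a random part of the genes. Scrublet, as run by scanpy, called 0 doublets at its own threshold among 32186 barcodes and so did not work here. Removal of the highest Scrublet scores, at 0.8% per 1000 barcodes, was added after the data were seen. Supplementary Table 3 could be read for 10 of its 16 sheets and was used for the study's values of *Neu4* and *Gpr17* and for its listing of *Gh* and *Prl*. The previously published mouse libraries and the human tumors were not analysed here, and neither were the quantitative PCR and tissue measurements.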

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

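Each of the tests in this part was chosen after the pattern had been seen. The results came up because they are strong signals from genes that the paper does not discuss, in libraries of which none was mapped as a control.

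In library FMC_new, the growth hormone gene *Gh* had a UMI in 99.8% (99.7 to 99.9) of the 21341 barcodes and the prolactin gene *Prl* in 94.6% (94.3 to 94.9). These genes took 2.49% and 1.61% of all UMIs of the library. In C-ON, 1 UMI of *Gh* and 0 of *Prl* were found in 10845 barcodes. The genes are made by the pituitary gland. The paper's Supplementary Table 3, of which the copy used here holds 10 of 16 sheets, lists both genes for tumor cells in its comparisons with endothelial cells, type 2 innate lymphoid cells and neural progenitor cells. Free RNA of pituitary cells in the suspension should reach unrelated cells alike. With cells thinned to 1000 UMIs, the mean was 3.36 *Gh* UMIs in oligodendrocyte-like, 5.92 in T cell-like and 6.11 in tumor-associated monocyte-like cells, against 164 in pituitary endocrine-like cells. The highest of these 3 unrelated classes was 1.81 times the lowest, as free RNA would give. Over all 13 other named classes, the mean ran from 2.80 in plasma cell-like to 13.8 in stromal-like cells, a ratio of 4.92, which is more spread than like levels and less than the 5-fold set as the mark against free RNA. The test was first written down for the 3 classes alone, by which free RNA fits, and was widened to all 13 after the values had been seen. Free RNA per cell need not grow with the UMIs of a cell. Thinning alone can then lower it in deep classes and raise it in shallow ones. In FMC_new, plasma cell-like cells had a median of 12082.5 UMIs and stromal-like cells 3458. At full depth, 1036 plasma cell-like cells held 17450 *Gh* UMIs, 2225 oligodendrocyte-like cells 40747 and 3195 T cell-like cells 58677, like amounts per cell. Stromal-like cells held more per cell, with 22302 in 503. Of the 13 classes, neutrophil-like cells held the most per cell, with 11013 in 131, and ILC2-like cells the fewest, with 841 in 66. The amounts were thus not alike in all classes, and the 5-fold mark was not applied at full depth. Free RNA thus stays open as the source. How much of the spread comes from depth was not tested. Reads from another genome position were not tested.

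FMC_new also held 585 cells named pituitary endocrine-like, where C-ON held 19. The 19 cells of C-ON were all in cluster 28. None of them had a *Gh* or *Prl* UMI, so whether they are pituitary cells is uncertain. Unnamed clusters held pituitary genes among their leading genes too, and are not in the counts of 585 and 19. Cluster 18, with *Pomc* and *Tbx19*, had 602 cells in FMC_new and 0 in C-ON. Cluster 14, with *Prl* beside immunoglobulin genes, had 663 and 1. Cluster 13, with *Lhb*, *Cga* and *Fshb*, had 322 cells in FMC_new, each with a *Gh* UMI, and 417 in C-ON, of which 0 had one, so its C-ON cells are not read as pituitary cells. Free RNA alone, with no pituitary cell present, would give transcription factors of the pituitary the same share in these cells as in T cell-like cells. The way this test was judged was changed after its values had been seen. As first written down, it asked for at least 1 factor of a list in over 20% of the pituitary endocrine-like cells. The highest of the 4 reported here, *Pou1f1*, reached 17.1% (14.1 to 20.4) at 1000 UMIs, so by that mark the test left the question open. The comparison was then made on whether the intervals lie apart from those of T cell-like cells, without *Pou1f1*, which is a naming marker of the class. The 3 other factors reported here lay apart. *Pitx1* was found in 6.84% (4.93 to 9.19) of 585 pituitary endocrine-like cells and in 0.0639% (0.00773 to 0.230) of 3132 T cell-like cells. *Six6* and *Lhx3* were found in 5.64% and 4.79% of the pituitary endocrine-like cells, against at most 0.0958% of T cell-like cells. These values argue against free RNA as the only source.

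A candidate explanation for both patterns is that pituitary tissue, which lies close to the optic chiasm, entered the dissection of FMC_new. It rests on the *Pitx1* share of 6.84%, and it was found and tested on the same data. A mixed suspension and a mislabelled library stay open, as no label or value here decides between them. No biological explanation was tested, since both libraries were mapped to 1 condition. Whether the other libraries of the paper hold such cells was not analysed here.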

How the results depend on the processing

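The alternatives that left out the highest Scrublet scores, and the first form of the rule for naming clusters, were chosen after the data were seen. The removal of doublets at Scrublet's own threshold, planned earlier, gives no value, as it called 0 of 32186 barcodes. No fold change changed sign under any alternative run.

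With cells thinned to 1000 UMIs, the *Neu4* share in tumor-like cells was 30.1% and the *Gpr17* share 14.9%. With 500 UMIs they were 17.1% and 9.34%, and with at least 2 UMIs required they were 47.1% and 22.6%. Fewer UMIs per cell lower such shares by construction, so the limit of 45% holds only for a given depth. With the highest Scrublet scores left out, they rose to 80.5% and 51.4%. The other 12 of 16 alternatives left each share within the SD of the libraries. *Neu4* was above 45% under 14 of 16 alternatives. *Gpr17* was above it under 2, SCTransform (46.5%) and the Scrublet scores.

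The highest *Neu4* share of another class was 0.828% at 1000 UMIs, 0.331% at 500 UMIs and 0.497% with at least 2 UMIs. It was 6.38% with unnamed clusters compared, 5.77% without the highest Scrublet scores, and from 0.990% to 1.04% across the fits that each left out a library. It also passed 2% with SCTransform (2.26%) and with looser cell filters (2.01%), which raised the mitochondrial limit to 10% and dropped the upper limits on genes and UMIs. The highest *Gpr17* share was 0.820% at resolution 1.6, 0.776% with 50 components, 0.662% at 1000 UMIs, 0.166% at 500 UMIs, 0.497% with at least 2 UMIs, and 5.77% without the highest Scrublet scores. It was from 0.565% to 0.766% across the fits that each left out a library. It was at or above 2% under 5 of 18 alternatives.

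The lowest *Neu4* log2 fold change was 5.27 with 20 components, 5.52 with the looser filters, 5.57 at 1000 UMIs, 4.01 with unnamed clusters compared and 3.85 without the highest Scrublet scores. As a ratio of summed UMIs it was 5.64, which is the limit of 3 counts for the ILC2-like cells without a UMI and no measured fold, while the lowest among the 9 classes with a UMI was 6.93. It was from 6.75 to 7.66 across the fits that each left out a library. The lowest *Gpr17* value was 6.83 at resolution 1.6, 4.18 with 20 components, 5.98 with 50 components, 5.77 with SCTransform, 6.55 with the looser filters, 5.90 at 500 UMIs and 2.66 without the highest Scrublet scores. It was from 6.61 to 6.69 across the fits that each left out a library, the higher value from ILC2-like cells without a UMI, and below 4.5 also with unnamed clusters compared (4.43).

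A count of genes was taken as unchanged within 1.5 times the count reported, whatever the SD of the libraries, which is 4.95 for the number of genes meeting the 3 limits against every class. All values of this number below but the 18 lie within that SD of the 1 gene reported. It was 3 at resolution 1.6, 4 with 20 and 3 with 50 components, 4 without integration, 3 with SCTransform, 0 with the looser filters, 0 at 1000 UMIs and 0 at 500 UMIs. It was 2 with equal weights, 2 with at least 2 UMIs, 0 with unnamed clusters compared, 2 as a ratio of summed UMIs, 4 with clusters from a random part of the genes, 0 without the highest Scrublet scores, and from 3 to 18 across the fits that each left out a library. The 3 genes of SCTransform were *Gpr17*, *Inava* and *Plpp4*, without *Neu4*. The tumor-like share of all cells ran from 2.63% to 7.75% across the 12 alternatives. All lie within the SD of the libraries. That SD, 4.12 against a share of 6.22%, also takes in each library's own share, so this is no sign of stability. Apart from depth, the cause was not tested. The first form of the naming rule was run with the other choices as reported only, and there the 8 values stayed the same, with 14 classes compared.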

Differences from the paper's values

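The paper's Supplementary Table 3 covers 4 mouse libraries, and those analysed here number 2. Against astrocytes, the paper's log2 fold change of *Neu4* is 5.66, and here it was 7.46. With looser cell filters, set before the data were examined, which raised the mitochondrial limit to 10% and dropped the upper limits on genes and UMIs, it was 5.52, just below the paper's value. The other alternatives set before the data were examined gave values from 6.60 to 7.46. Only 1 library had at least 20 astrocyte-like cells, so there is no SD of the libraries to hold this gap against, and the level rests on 2 UMIs (2.19 CPM, 0.265 to 7.90). Against oligodendrocytes, the paper's value of *Neu4* is 9.57, and here it was 9.71, from 19 UMIs in oligodendrocyte-like cells (0.299 CPM, 0.180 to 0.466). With the looser filters it was 9.59, and the other alternatives set before the data were examined did not close the gap, with values on both sides of the paper's, from 7.94 without C-ON to 10.91 without FMC_new. For *Gpr17* against dendritic cells, the paper's value is 10.25, and here it was 9.53, from 5 UMIs in dendritic cell-like cells (0.381 CPM, 0.124 to 0.888). Against oligodendrocytes, the paper's value of *Gpr17* is 8.22, and here it was 8.51, from 36 UMIs (0.566 CPM, 0.396 to 0.783). None of the alternatives set before the data were examined closed the gap for *Gpr17* in either comparison. Over dendritic cells all of them stayed below the paper's value, from 9.04 to 9.85. Over oligodendrocytes they fell on both sides of it, from 7.27 without C-ON to 8.64 with equal weights, so no direction of that gap is given. These gaps were held against the SD of the libraries alone, and with so few UMIs the counting error is wide enough to leave open whether the values differ.

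The paper places *Gpr17* above its limit for the share of tumor cells. The paper's share in Supplementary Table 3 is 46.4%. Here the share over both libraries was 41.9%, on the other side of that limit, although it lies within the SD of the libraries (5.47) from the paper's share. In C-ON alone it was 48.6%. With SCTransform, set before the data were examined, it was 46.5%, and *Gpr17* then met all 3 limits. With the highest Scrublet scores left out, an alternative chosen after the values were seen, it was 51.4%. The paper places *Neu4* below its limit in each other cell type. Here the highest share of the 13 other named classes was 1.82% (0.913 to 3.24), below that limit. The highest share stayed below it under 14 of 18 alternatives. The unnamed cluster 25 had 6.38%, and with SCTransform the highest share of a named class was 2.26%.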

Other observations

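The tests on *Gpr17* in the tumor-like clusters and on *Neu4* in cluster 25, and the use of *Neu4* shares at full depth and of markers in cluster 25, were chosen after their patterns had been seen. The tests on *Neu4* in the named classes, *Lims2* and *Mki67* were set before their values were seen.

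In FMC_new, *Gpr17* was found in 51.6% (48.1 to 55.0) of cells of the tumor-like cluster 9 and in 24.4% (20.9 to 28.2) of cluster 19. Cells of cluster 19 had fewer UMIs there. With all cells of both libraries at 1000 UMIs, the shares were 16.0% (13.8 to 18.4) and 12.8% (10.0 to 16.0), and the intervals overlap, which is consistent with depth as the reason for the lower *Gpr17* share. Depth does not remove the difference in *Neu4*, which at 1000 UMIs was found in 36.3% (33.3 to 39.4) of cluster 9 and 18.0% (14.8 to 21.6) of cluster 19. What sets the clusters apart in *Neu4* was not tested.

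*Neu4* UMIs in the other named classes could come from free RNA of tumor-like cells, which would give unrelated classes like shares. Among 6 classes of FMC_new at 1000 UMIs, the highest lower limit was 0.278%, in pituitary endocrine-like cells, and the lowest upper limit was 0.327%, in T cell-like cells. The intervals of these 6 classes overlap, but with between 2 and 7 cells per class the test is weak. At full depth 4 of 15 pairs of classes lay apart. Free RNA per cell need not grow with the UMIs of a cell and at most grows in proportion, and with that much allowed for depth 1 pair stayed apart, pituitary endocrine-like cells with 1.88% (0.942 to 3.34) against oligodendrocyte-like cells with 0.315% (0.127 to 0.647). It did not with intervals widened for all 15 pairs. Free RNA and low expression or doublets in some classes thus cannot be told apart here, as the UMIs are too few. The unnamed cluster 25, led by cell cycle genes, is apart from this. In FMC_new, 2.68% (1.16 to 5.20) of its cells held *Neu4* at 1000 UMIs, above the interval of T cell-like cells, which argues against free RNA alone in that cluster. Much of the cluster is immune. At 1000 UMIs, *Cd3e* or *Trac* was found in 35.1% (29.7 to 40.8) of these cells, against 1.06% of oligodendrocyte-like and 5.10% of tumor-associated monocyte-like cells, and *Csf1r*, *Flt3* or *C1qa* in 15.4% (11.5 to 20.0), against 5.59% of T cell-like cells. A tumor-like marker, *Pdgfra*, *Cspg4* or *Pcdh15*, was found in 6.69% (4.13 to 10.1), against 0.702% of T cell-like, 1.55% of tumor-associated monocyte-like, 0.584% of plasma cell-like and 6.20% of oligodendrocyte-like cells. Whether the few cells with *Neu4* there are tumor cells or doublets stays open.

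*Lims2*, within which *Gpr17* lies on the opposite strand, was found in 13.2% (11.6 to 15.1) of tumor-like cells at 1000 UMIs and in 4.04% (3.61 to 4.51) of oligodendrocyte-like cells. If its UMIs were reads of *Gpr17*, tumor-like cells without *Gpr17* should nearly lack it. *Lims2* was found in 21.2% (16.1 to 27.2) of those with *Gpr17* and 11.9% (10.1 to 13.7) of those without, so that the share without was 55.8% of the share with. At this depth a cell that makes *Gpr17* often shows no UMI of it, so expression of *Lims2* and reads of *Gpr17* cannot be told apart in tumor-like cells.

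The paper cites earlier work in which only tumor cells of these gliomas proliferate. In these libraries, 1120 cells had an *Mki67* UMI, and 37 of them (3.30%) were tumor-like. T cell-like cells made up 216 of them, dendritic cell-like cells 197, plasma cell-like cells 136 and the unnamed cluster 25 another 306. In tumor-like cells, *Mki67* was found in 0.943% of cells of C-ON and 2.53% of cells of FMC_new. As a background, oligodendrocyte-like cells held it in 4 of 5360 cells of C-ON and 15 of 2225 of FMC_new. T cell-like cells held it in 50 of 966 and 166 of 3195 cells. Free RNA as a source of *Mki67* UMIs was not tested. Doublets of a cycling tumor-like cell with another cell should carry *Pdgfra*, *Cspg4* or *Pcdh15*. Of 1083 cells with *Mki67* outside the tumor-like class, 8.40% (6.82 to 10.2) did, against 89.3% of tumor-like cells, which argues against such doublets as the main source. In cluster 25 alone, with or without *Mki67*, 49 of 345 cells (14.2%) did. Whether some of the cells with *Mki67* outside the class are tumor cells stays open. Cells that cycle in tissue and cells recovered after dissociation need not be the same, and Ki67 protein was not measured here.

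Levels of the chemokine genes that the paper measured by quantitative PCR differed by class, given as CPM over the cells of a class. *Ccl2* was highest in tumor-associated monocyte-like cells, with 1343 CPM in C-ON and 823 in FMC_new, against 55.2 and 39.1 in tumor-like cells. *Ccl3* and *Ccl4* were also highest in tumor-associated monocyte-like cells, with 668 and 770 for *Ccl3* and 1229 and 2125 for *Ccl4*. For *Ccl4*, dendritic cell-like cells came next, with 489 and 679. *Ccl5* was highest in T cell-like cells, with 4296 and 4541, next to NK cell-like cells with 3622 and 3938, and reached 657 and 1013 in tumor-associated monocyte-like cells. Dissociation can change such genes, and this was not tested.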
